# Regulation of RNase E during the UV stress response in the cyanobacterium *Synechocystis* sp. PCC 6803

**DOI:** 10.1002/mlf2.12056

**Published:** 2023-02-15

**Authors:** Satoru Watanabe, Damir Stazic, Jens Georg, Shota Ohtake, Yutaka Sakamaki, Megumi Numakura, Munehiko Asayama, Taku Chibazakura, Annegret Wilde, Claudia Steglich, Wolfgang R. Hess

**Keywords:** cyanobacteria, protein turnover, ribonuclease, stress response

## Abstract

Endoribonucleases govern the maturation and degradation of RNA and are indispensable in the posttranscriptional regulation of gene expression. A key endoribonuclease in Gram‐negative bacteria is RNase E. To ensure an appropriate supply of RNase E, some bacteria, such as *Escherichia coli*, feedback‐regulate RNase E expression via the *rne* 5′‐untranslated region (5′ UTR) in *cis*. However, the mechanisms involved in the control of RNase E in other bacteria largely remain unknown. Cyanobacteria rely on solar light as an energy source for photosynthesis, despite the inherent ultraviolet (UV) irradiation. In this study, we first investigated globally the changes in gene expression in the cyanobacterium *Synechocystis* sp. PCC 6803 after a brief exposure to UV. Among the 407 responding genes 2 h after UV exposure was a prominent upregulation of *rne* mRNA level. Moreover, the enzymatic activity of RNase E rapidly increased as well, although the protein stability decreased. This unique response was underpinned by the increased accumulation of full‐length *rne* mRNA caused by the stabilization of its 5′ UTR and suppression of premature transcriptional termination, but not by an increased transcription rate. Mapping of RNA 3′ ends and in vitro cleavage assays revealed that RNase E cleaves within a stretch of six consecutive uridine residues within the *rne* 5′ UTR, indicating autoregulation. These observations suggest that RNase E in cyanobacteria contributes to reshaping the transcriptome during the UV stress response and that its required activity level is secured at the RNA level despite the enhanced turnover of the protein.

## Impact statement

Cyanobacteria use solar light for oxygenic photosynthesis and therefore are inevitably exposed to UV radiation. Our transcriptomic analysis revealed hundreds of genes with changed expression 2 h after exposure to UV‐C. Several of these genes encode proteins involved in RNA metabolism, with RNase E as a prominent example. The results indicate for the first time that UV‐induced stress impacts the ability of cyanobacterial RNase E to autoregulate its expression, mRNA level, and activity.

## INTRODUCTION

mRNA degradation plays a key and universal role in the posttranscriptional control of gene expression. In both prokaryotic and eukaryotic organisms, mRNA lifetime can vary by up to two orders of magnitude, with proportionate effects on protein production^1^. In *Escherichia coli*, mRNA decay mechanisms involving the sequential action of endonucleases and 3′ exonucleases have been well studied^2^, ^3^. The endonuclease that is most important for mRNA turnover in *E. coli* is endoribonuclease (RNase) E. In addition to its function in the degradation of most mRNAs, RNase E also participates in ribosomal RNA (rRNA) and transfer RNA maturation^4^. *E. coli* RNase E cuts RNA within single‐stranded regions that are AU‐rich, although the presence of a guanosine residue two nucleotides upstream of the cleavage site increases reactivity^5^, ^6^, ^7^, ^8^. The core motif recognized by RNase E of *Salmonella typhimurium*, a close relative of *E. coli*, has been specified as “RN ↓ WUU”; the enzyme shows a marked preference for uridine at position +2 after the cleavage site (indicated by ↓)^9^. RNase E is also the key enzyme in the interactions between bacterial regulatory small RNAs (sRNAs) and their targets, to which it can be recruited upon sRNA binding^10^ or excluded from accessing possible cleavage sites^11^, ^12^. In view of its many crucial biological functions, it is not surprising that *rne*, the gene encoding RNase E, is essential in *E. coli* and that imbalanced production of RNase E can impede cell growth^13^, ^14^, ^15^. To ensure a steady supply of RNase E, *E. coli* and related bacteria have evolved a homeostatic mechanism for tightly regulating its synthesis in which the level and rate of decay of *rne* mRNA are modulated in response to changes in cellular RNase E activity^16^. The feedback regulation of RNase E is mediated by the *rne* 5′ UTR in *cis* ^16^, ^17^. Compared to the 5′ UTRs of other genes, the 5′ UTR of *E. coli rne* is very long at 361 nucleotides^18^. Through its cleavage by RNase E and its expediting of cleavage elsewhere within the *rne* transcript, this long 5′ UTR is critically involved in the control of RNase E synthesis^19^.

Cyanobacteria are the only bacteria that perform oxygenic photosynthesis similar to the photosynthesis that occurs in plant and algal chloroplasts. Cyanobacterial RNase E proteins are smaller than their homologs in most other bacteria: the RNase E of the cyanobacterium *Synechocystis* sp. PCC 6803 (hereafter *Synechocystis* 6803) consists of 674 amino acid residues, whereas RNase E of *E. coli* and *Pseudomonas* spp. contain more than 1000 residues. This more compact form of RNase E is highly conserved among cyanobacteria and occurs in plant and algae, where chloroplast import is mediated via an additional N‐terminal targeting sequence^20^. A detailed introduction into the function of RNase E and RNA degradation in cyanobacteria and model bacteria has recently been published^21^. In the cyanobacterium *Synechocystis* 6803, complete genetic disruption of the *rne* gene (gene *slr1129*) failed to segregate into a homozygous mutant line^22^, ^23^, and partial disruption of RNase E led to severe growth inhibition and affected the expression of a large number of genes^23^, indicating that RNase E is essential. Comprehensive transcriptome analyses revealed the transcriptional start sites (TSSs) of *rne* and indicated that, compared to *E. coli* (361 nt), even longer 5′ UTRs (458–622 nt) are typically associated with the *rne* gene in several different cyanobacteria, such as *Synechocystis* sp., *Anabaena* sp., and *Synechococcus elongatus* ^24^, ^25^, ^26^, ^27^ (Figure S1A). However, the molecular details of a possible existing regulation linked to these long 5′ UTRs have remained unknown.

RNase E in *Synechocystis* 6803 participates in the posttranscriptional regulation of *psbA2*, which encodes the photosystem (PS) II reaction center D1 protein. In the dark, when *psbA2* expression is not required, RNase E cleaves at two tightly spaced sites, the AU box and within the ribosome binding site, both of which are located in the 5′ UTR of the *psbA2* transcript^28^, ^29^. However, these sites are not cleaved when the cells are cultivated in the light and *psbA2* expression is high^28^, ^29^. PsbA2R and PsbA3R, two *cis*‐encoded antisense RNAs (asRNAs), are involved in the stabilization of *psbA2* and *psbA3* transcripts in the light, and this protective effect has physiological relevance^30^. Another function rr55threlevant to the proper functioning of the photosynthetic apparatus is the recruitment of RNase E upon binding of the sRNA PsrR1 to a cleavage site located four nucleotides downstream of the start codon within the *psaLI* dicistronic mRNA encoding two PS I proteins^31^.

RNase E has also been shown to be involved in the processing of polycistronic transcripts. In *Synechocystis* 6803, the DEAD‐box RNA helicase CrhR responds to cold stress^32^, ^33^. The *crhR* gene forms an operon with *rimO*, which encodes a methylthiotransferase. In vitro cleavage experiments suggested that RNase E cleaves the polycistronic *rimO‐crhR* transcript and that it is required for the autoregulation of CrhR expression^34^. Another critical role of RNase E in *Synechocystis* 6803 is involved in the clustered regularly interspaced short palindromic repeat (CRISPR)‐Cas defense mechanism, where it is involved in the maturation of CRISPR‐derived RNAs (crRNAs)^35^.

RNase E thus appears to play a pivotal role in cyanobacteria. Indeed, the recent mapping of RNase E‐dependent cleavage sites in *Synechocystis* 6803 after transient inactivation of RNase E by temperature shift (TIER‐seq) yielded 1472 such sites^36^. The dominant cleavage signature was found to consist of an adenine at the −3 position and a uridine at the +2 position within a single‐stranded segment of the RNA^36^.

As an energy source for their photosynthetic lifestyle, cyanobacteria rely on solar energy. Under natural conditions, light intensity varies frequently and substantially, as does the inherent fraction of ultraviolet (UV) light. Therefore, cyanobacteria must use specific mechanisms to cope with UV light‐induced damage to biomolecules. Since nucleic acid molecules (not only DNA but also RNA) are primary targets of UV radiation^37^ and damaged RNA may perturb cellular gene expression^38^, it is reasonable that RNase E becomes activated after UV treatment. In *Synechocystis* 6803, *rne* transcript levels increased approximately two to three folds after treatment with UV‐B as well as UV‐C^39^, ^40^, but this also occurred following sulfur starvation^41^ or redox stress^42^. However, neither the functional relevance of the enhanced expression of *rne* under these conditions nor the mechanisms underlying it have been elucidated.

Here, we demonstrate that the UV stress response in *Synechocystis* 6803 involves dynamic changes in the transcriptome and triggers feedback regulation of RNase E. Following brief UV irradiation, full‐length forms of *rne* mRNA started to accumulate; this was caused by selective stabilization of its 5′ UTR and suppressed premature termination of *rne* transcription, while an increased transcription rate was not involved. In parallel, the activity of RNase E increased while the amount of RNase E protein remained constant, although RNase E protein stability decreased. Mapping of RNA 3′ ends and in vitro cleavage assays indicated that *Synechocystis* 6803 RNase E cleaves close to and within a U‐rich region in the 5′ UTR of *rne* mRNA. Our findings suggest that RNase E is involved in reshaping the transcriptome during the UV stress response in cyanobacteria and that its required activity level is ensured despite enhanced turnover of the protein. The underlying mechanism involves feedback regulation acting on a U‐rich element within the *rne* 5′ UTR.

## RESULTS

### Microarray analysis and increased *rne* transcript levels after UV irradiation

Clear changes in gene expression were previously observed in *Synechocystis* sp. PCC 6803 following exposure to UV‐B^40^ as well as UV‐C^39^. In both studies, the *rne* gene has been reported to be induced in *Synechocystis* 6803 by UV stress^39^, ^40^. In this study we chose to apply UV‐C (254 nm) because at this wavelength, direct effects on nucleic acids including RNA can be expected and we aimed to characterize the role of RNase E in the response to this severe stress condition.

We first conducted a UV‐C irradiation assay by exposing cells from exponentially growing cultures to 400–16,000 J/m^2^ UV irradiation. Colony formation assays indicated that after irradiation at 400 J/m^2^, the survival rate was 80% (Figure S2); thus, this intensity of irradiation was used in all subsequent experiments.

A microarray analysis in which cells were subjected to mock condition without UV treatment or UV stress treatments revealed dynamic transcriptome changes during the UV stress response. 

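The microarray data came from 8 arrays, with 2 biological duplicates in each of 4 groups: mock-treated and UV-treated cells of the unicellular cyanobacterium Synechocystis, collected 1 h and 2 h after irradiation at 400 J/m2 or mock treatment. Total RNA was labeled directly with a fluorescent dye, without cDNA synthesis, and hybridized to one-color Agilent arrays. The dye is Cy5 in the methods and Cy3 in the sample labels. The authors deposited the scanner's intensities of every array, which were not normalized, and a matrix of quantile-normalized log2 values of the same arrays, which followed the uncorrected spot intensities. Each array held 42303 spots, of which 40886 were not controls, for 20363 probes, and 20343 of these probes were present as a pair of spots. The probes belonged to 8830 features, where a feature is a coding region, a 5′ UTR, an antisense RNA, a gene-internal segment or a noncoding transcript. A total of 914 probes shared their sequence with another probe. The values reported here started from the mean spot intensities, which were background-corrected with limma's normexp method (offset 50) and quantile normalized over the non-control spots. Spots of a probe and then probes of a feature were averaged on the log2 scale. The 4 groups were fitted together, and a feature was called changed at an absolute log2 FC of at least 1 and an adjusted p of at most 0.01. The median spot intensity lay between 1442 and 1830 on the mock arrays, was 3605 and 3580 on the UV 1 h arrays, and was 4880 and 5929 on the UV 2 h arrays. The negative control spots rose as well, and the median signal over that of the negative controls was 2.16 to 2.32 on the mock arrays, 1.65 to 1.69 on the UV 1 h arrays and 1.97 to 2.03 on the UV 2 h arrays. Between 90.0% and 91.8% of the probes were well above background on the mock arrays, against 78.3% and 73.8% on the UV 1 h arrays and 85.4% and 87.7% on the UV 2 h arrays. No spot was saturated. The SD of the log2 difference between duplicates, over features, was 0.16 for mock 1 h, 0.17 for mock 2 h, 0.21 for UV 1 h and 0.18 for UV 2 h. All mock arrays lay on the same slide, while the UV 1 h arrays and the UV 2 h arrays each had a slide of their own, so that an effect of the slide and an effect of UV cannot be told apart. The number of arrays limits the precision of all values.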

One hour after UV irradiation, we observed 275 upregulated and 306 downregulated genes, and at 2 h after the initiation of UV stress, we observed 189 upregulated and 218 downregulated genes (log_2_ *FC* ≥ │1│, adj. *p* ≤ 0.01; Supporting information: Data S1). 

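Of the 8830 features, 660 were higher and 578 were lower in UV-treated than in mock-treated cells at 1 h, and 361 were higher and 400 were lower at 2 h (limma with Benjamini-Hochberg adjustment). At both time points, 238 features were called higher and 289 lower, 2 were called lower at 1 h and higher at 2 h, and 0 the other way round. In the comparison of mock-treated cells at 2 h with those at 1 h, limma called 0 features, and 1298 had an unadjusted p under 0.05. The median log2 FC of all features was 0.14 at 1 h and 0.04 at 2 h. Over the same features and thresholds, the counts fell without background correction, to 228 higher and 284 lower features at 1 h and 162 higher and 194 lower features at 2 h, and rose with the scanner software's processed signal scaled to the 75th percentile of each array, to 1639 and 856 at 1 h and 727 and 769 at 2 h. At 1 h, 116 of the higher and 296 of the lower features were coding regions, 251 and 2 were antisense RNAs, 79 and 39 were 5′ UTRs, 88 and 200 were gene-internal segments, and 94 and 23 were noncoding transcripts.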

Because the microarray also contained probes that detect UTRs and noncoding transcripts, the term “gene” here includes not only protein‐coding genes but also sRNAs and separate UTRs. A genome‐wide graphical overview of probe localization and signal intensities is shown in Supporting information: Data S2. A volcano plot indicating log‐transformed fold changes (FCs) at 2 h after UV treatment (compared to cells that received mock treatment) is shown in Figure 1A. 

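At 2 h, the 5′ UTR of slr1851 rose by a log2 FC of 3.64 (adjusted p = 3.0e-05), although in mock-treated cells it was measured above background on only 1 of the 2 arrays at this time point. The 5′ UTR of sll0856 rose by a log2 FC of 2.71 (adjusted p = 0.00013), and the coding region of sll1863 by 2.45 (adjusted p = 9.4e-06) together with a gene-internal segment of the same gene, which rose by 2.54. The 5′ UTR of slr1489 was not well above background on any mock array and was at least 19.9-fold higher after UV. Such a bound sets the brighter group's mean against a mean for the dimmer group. On each array, the latter takes the lowest signal measured above background or the feature's own signal, whichever is higher. A bound holds only for the processing used here. Over 20 alternatives, the fitted log2 FC of the 5′ UTR of slr1489 at 2 h ranged from 2.80 to 7.23. Among the decreases, the coding region of sll1471 had a log2 FC of -3.79 (adjusted p = 1.1e-06). Its 5′ UTR was not well above background on either UV array and was at least 9.22-fold lower, from its own signal on these arrays. This bound equals the fitted value. Over the same alternatives, the fitted log2 FC of this 5′ UTR ranged from -4.49 to -1.89. Gene-internal segments of slr0040, slr1619 and slr1634 followed with log2 FCs of -2.46, -2.45 and -2.44. The segment of slr1619 was above background on only 1 UV array. For that of slr0040, the mock 2 h arrays lay apart, at 12.70 and 11.52. Its log2 FC was -3.04 to -1.86 with each array left out in turn. The 5′ UTRs and gene-internal segments named here were each measured by 1 probe, apart from the segment of slr0040 with 2. All adjusted p values are from limma with Benjamini-Hochberg adjustment.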

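The genes of the ribosomal protein cluster sll1799 to sll1817, the atp operon sll1321 to sll1327 and the rbc operon slr0009 to slr0012 were tested as sets with limma's fry, with adjustment over the 3 sets at both time points. At 1 h, the median log2 FC of the 19 ribosomal protein genes was -3.05 and ranged from -4.20 to 0.82, and 16 of the 19 were called lower (fry adjusted p = 0.00027). Within this cluster, sll1807 fell by 4.20 and sll1808 fell by 3.91 on the log2 scale. The 7 genes of the atp operon had a median log2 FC of -2.60, with 5 called lower (fry adjusted p = 0.00017). In the rbc operon, 3 of the 4 locus tags had a feature among the values used here, with a median log2 FC of -2.09 and 2 called lower (fry adjusted p = 0.00070). The 3 sets also passed a threshold of 0.05 in limma's camera with its preset correlation between genes, and none did when the correlation was estimated from these arrays (adjusted p = 0.26 for each).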

Several genes classified in the Cyanobase^43^, ^44^ GO categories “translation” and “photosynthesis and respiration”, including gene clusters encoding ribosomal proteins, ATPase subunits, and RubisCo subunits, were considerably downregulated 1 h after UV irradiation (Figure S3A–C, Data S1). In contrast, *slr1639*, which encodes SmpB, a protein that binds to tmRNA (*ssrA* RNA) and works in concert with it to rescue stalled ribosomes^45^, was upregulated, as were some specific ribosomal genes (Figure S3D, Data S1). These results suggest that translation arrest and reconstruction of the ribosome occurred during this period. 

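The coding region of slr1639 (smpB) had a normalized log2 intensity of 11.52 ± 0.04 (SD, n = 2) in mock-treated and 12.92 ± 0.15 (SD, n = 2) in UV-treated cells at 1 h, a log2 FC of 1.40 (SE 0.10, limma with Benjamini-Hochberg adjustment). At 2 h, it rose from 11.26 ± 0.01 to 13.56 ± 0.19, a log2 FC of 2.29. Data S1, of which the first 1999 of 8820 rows were used here, lists 21 ribosomal protein genes with higher levels at 2 h. Of these 21 genes, 18 passed the threshold here at 2 h and 11 passed it at 1 h, and their log2 FCs at 2 h ranged from 0.96 to 1.95. Outside the cluster sll1799 to sll1817, slr0628 (rps14) rose by log2 FCs of 1.80 at 1 h and 1.95 at 2 h, and sll1740 (rpl19) by 1.49 and 1.83.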

Several sRNAs were also upregulated at these time points. Among them, PsrR1, a negative posttranscriptional regulator of multiple PSI genes in response to high light stress^31^, was induced, and also HLIP genes (*hliA*: *ssl2542*; *hliB*: *ssr2595*; *hliC*: *ssl1633*) (Figure S3E–H), the products of which quench absorbed light energy and aid chlorophyll biosynthesis and PS II assembly^46^. In addition, the sRNA *ncl0380*, which corresponds to the 5′ UTR of *sll1799* encoding ribosomal protein L3, was upregulated at both 1 and 2 h after UV treatment, while the downstream‐located ribosomal gene cluster was strongly downregulated at 1 h after UV treatment and then showed a gradient of differential partial recovery over time (Figure S3A); this recovery was most pronounced for the first genes in the cluster and strongly decreased toward the end of the operon. 

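The arrays held 602 noncoding features, of which 94 were called higher and 23 lower at 1 h, and 47 higher and 26 lower at 2 h. The largest increases among them at 1 h were NC-77 with a log2 FC of 2.69 (adjusted p = 4.8e-06), NC-135 with 2.45 (adjusted p = 1.4e-05) and NC-439 with 2.44 (adjusted p = 4.5e-06), from limma with Benjamini-Hochberg adjustment. Each of NC-77, NC-135 and NC-439 was measured by 1 probe. At 2 h, these features were still higher than in mock-treated cells, with log2 FCs of 1.77, 1.84 and 1.73. Without background correction and in the deposited matrix, NC-439 at 2 h fell below the threshold, with log2 FCs of 0.94 and 0.93.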

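PsrR1, the feature NC-41 of the arrays, had a log2 FC of 1.96 at 1 h and 2.24 at 2 h and passed the threshold at both time points. For the HLIP genes, the duplicates lay farther apart. The normalized log2 intensity of hliA was 14.36 and 12.67 on the UV 1 h arrays, against 11.35 ± 0.25 (SD, n = 2) in mock-treated cells at 1 h. Its log2 FC at 1 h was 2.16 (SE 0.52, adjusted p = 0.0072, limma with Benjamini-Hochberg adjustment), and it was 1.33 without the UV 1 h array of replicate 1 and 3.03 without that of replicate 2. The log2 FC of hliC at 1 h was 1.77 (adjusted p = 0.0022), and that of hliB was 1.44 and missed the threshold (adjusted p = 0.025), with 0.67 without the UV 1 h array of replicate 1 and 2.24 without that of replicate 2. At 2 h, the 3 genes had log2 FCs of 1.73, 1.06 and 1.33 in the order hliA, hliC, hliB, with adjusted p values of 0.023, 0.027 and 0.039, which are above 0.01. When only the arrays of a time point were fitted, each passed at 2 h (adjusted p = 0.0049, 0.0047 and 0.0063 in the same order), but hliA at 1 h did not (adjusted p = 0.019). Over the 20 alternatives, hliA passed in 10 at 1 h (adjusted p from 0.00048 to 0.042), and at 2 h each gene passed in 3, with adjusted p from 0.0024 to 0.12 for hliA, 0.0027 to 0.14 for hliC and 0.0027 to 0.18 for hliB.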

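Data S1 lists ncl0380 under 3 features, NC-403, NC-179 and NC-146, which rose by log2 FCs of 1.13, 1.20 and 1.00 at 1 h and of 1.78, 1.77 and 1.63 at 2 h. With the normexp-corrected values scaled to the 75th percentile of each array, the values at 1 h fell below the threshold for all 3 features, at 0.90, 0.97 and 0.76. Over the 20 alternatives, NC-403 and NC-179 passed at 1 h in 19 each and NC-146 in 12. In the ribosomal protein cluster, the first gene, sll1799, had a log2 FC of -0.05 at 1 h and 1.41 at 2 h. The difference between the effect at 2 h and that at 1 h rose from 1.47 for sll1799 to 2.98 for the sixth gene, sll1804, and was lower toward the end of the cluster, with 0.85 for sll1817. Over the whole cluster, it had a Spearman correlation with gene order of -0.73 (permutation test, two-sided, p = 0.00050, adjusted p = 0.0015 over 3 correlations) and a Pearson correlation of -0.76 (p = 0.00027). These correlations are across genes, which are not independent replicates. Without the 2 genes farthest from the middle of the order, the Spearman correlation was -0.84, and over the first 15 genes alone, a part chosen after the values were seen, it was -0.49 (p = 0.066). The log2 FC at 2 h itself correlated with gene order at -0.42 (p = 0.076, adjusted p = 0.11), and that at 1 h at 0.11 (p = 0.66). The last genes, sll1816 and sll1817, had log2 FCs at 2 h of 1.28 and 0.96, against -1.73 for sll1815 before them.

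**Figure D1:**
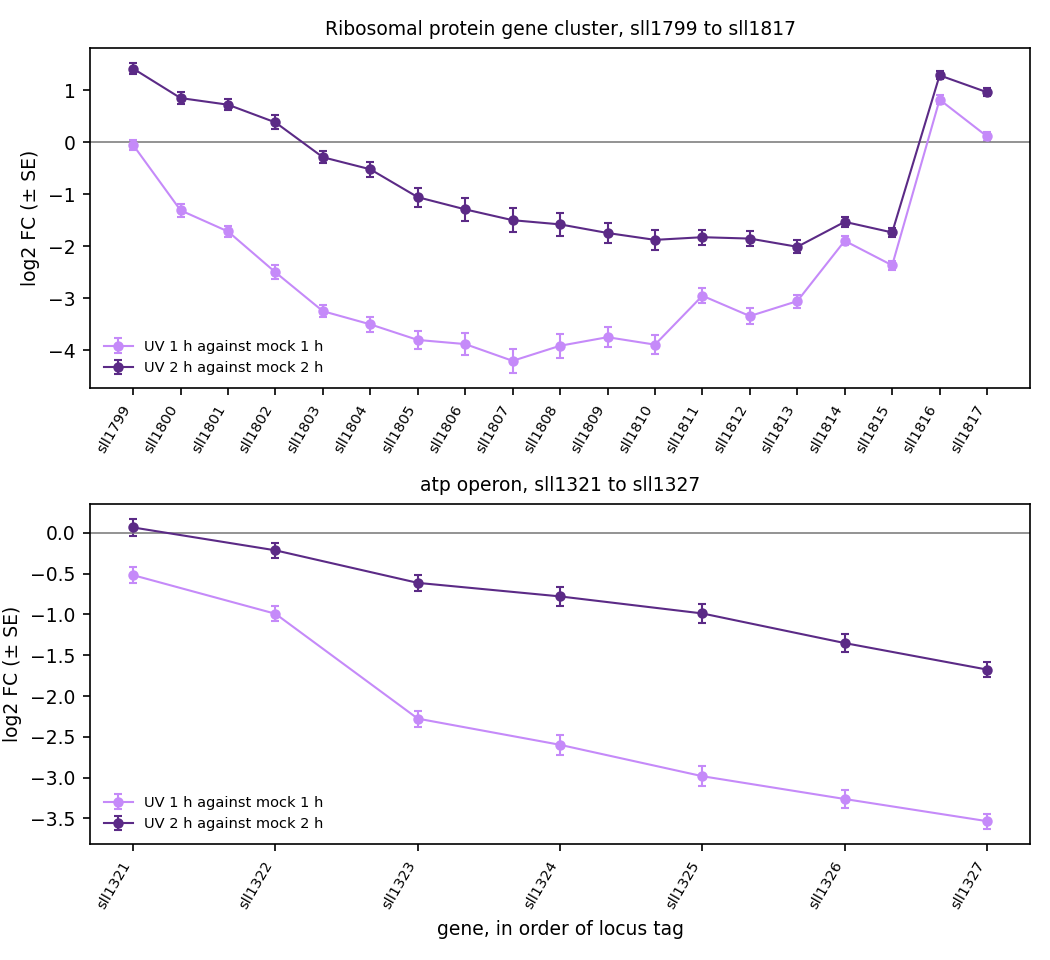
log2 FC between UV-treated and mock-treated cells (y-axis, points with the standard error from limma) for each gene of the ribosomal protein cluster and of the atp operon, in order of locus tag (x-axis), at 1 h (light) and 2 h (dark). In the ribosomal protein cluster, the values at 2 h start at 1.41 for sll1799 and reach a minimum of -2.01, and sll1816 and sll1817 lie at 1.28 and 0.96.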

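The coding region of sll1626 (lexA) had a normalized log2 intensity of 13.80 ± 0.10 (SD, n = 2) in mock-treated and 14.09 ± 0.02 (SD, n = 2) in UV-treated cells at 1 h, a log2 FC of 0.29 (adjusted p = 0.0075, limma with Benjamini-Hochberg adjustment). The log2 FC at 2 h was 0.47 (adjusted p = 0.0011). Both lie below the log2 FC threshold of 1. The direction at 1 h depended on the scaling, since both scalings to the 75th percentile of each array gave a value just below 0, at -0.022 and -0.0069.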

Interestingly, we did not observe differences in the transcript levels of *lexA*, consistent with previous observations that the *Synechocystis lexA* gene is not induced by DNA damage^47^. 

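The coding region of slr1129 (rne), measured by 4 probes, had a normalized log2 intensity of 11.82 ± 0.05 (SD, n = 2) in mock-treated cells and 12.70 ± 0.17 (SD, n = 2) in UV-treated cells at 1 h, and of 11.61 ± 0.04 and 14.02 ± 0.03 at 2 h. The log2 FC was 0.88 (SE 0.09, adjusted p = 8.8e-05) at 1 h, below the threshold of 1, and 2.41 (SE 0.09, adjusted p = 9.4e-06) at 2 h. The effect at 2 h exceeded that at 1 h by 1.53 (adjusted p = 0.00054), and all adjusted p values are from limma with Benjamini-Hochberg adjustment. With each array left out in turn, the log2 FC at 2 h stayed between 2.36 and 2.44, while that at 1 h lay between 0.77 and 1.01 and passed the threshold only without the UV 1 h array of replicate 2. The first 3 of the 4 probes in transcript order, which were placed by matching their sequences to that printed in Fig. S4A, had log2 FCs of 1.40, 1.32 and 0.43 at 1 h and of 2.58, 2.72 and 2.25 at 2 h. The remaining probe had 0.37 and 2.09.

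**Figure D2:**
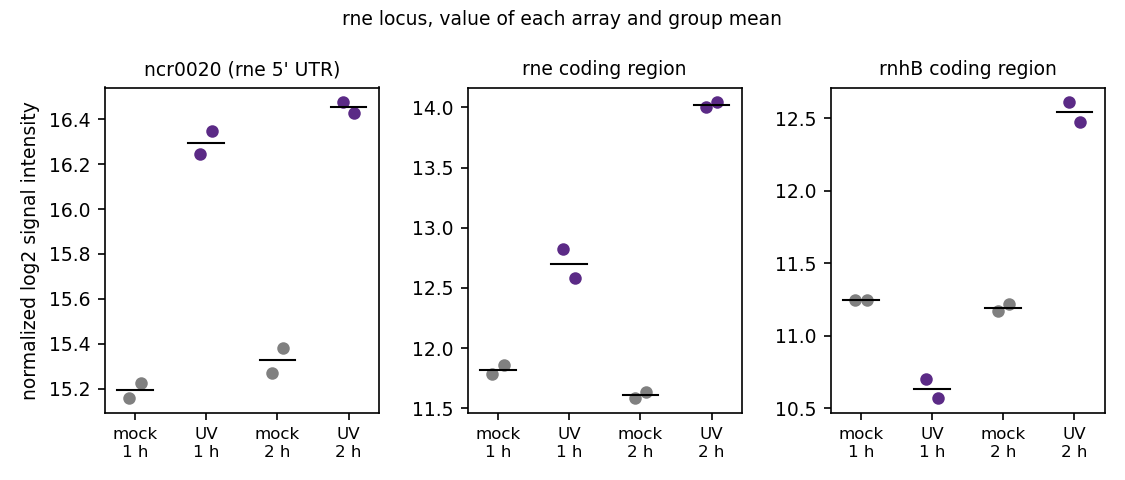
Normalized log2 signal intensity (y-axis) of ncr0020, rne and rnhB on each array (points) with the mean of the duplicates (lines), for mock-treated (gray) and UV-treated (purple) cells at 1 h and 2 h (x-axis). For rne, the means are 11.61 for mock 2 h and 14.02 for UV 2 h. Each panel has its own y-axis, which does not start at 0.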

Regarding the regulation of genes that encode ribonucleases, we observed the prominent upregulation of *rne* 2 h after UV irradiation (Figure 1B), consistent with a previous report^40^. Likewise, the *rnj* gene (*slr0551*) encoding RNase J (Figure S3I) was also upregulated at this time point. 

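The log2 FC of slr0551 (rnj) was 1.52 (SE 0.10, adjusted p = 2.7e-05, limma with Benjamini-Hochberg adjustment) at 2 h, from 13.21 ± 0.02 (SD, n = 2) in mock-treated to 14.73 ± 0.19 (SD, n = 2) in UV-treated cells. At 1 h, its level did not differ between UV-treated and mock-treated cells by more than the replicate error (log2 FC -0.05, adjusted p = 0.66). The 4 probes of rnj ranged from 1.43 to 1.65 at 2 h and from -0.43 to 0.28 at 1 h. The difference between the effects at 2 h and 1 h was 1.57. Part of this difference came from the mock-treated cells, with 13.81 at 1 h and 13.21 at 2 h, a log2 FC of -0.60 (limma, adjusted p = 0.17). In UV-treated cells, the level was 13.76 at 1 h and 14.73 at 2 h.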

RNase E and RNase J are key enzymes in RNA metabolism. Therefore, their enhanced transcript accumulation likely indicates their involvement in transcriptome remodeling following UV‐induced damage. We also noted a unique UV stress response of the *rimO‐crhR* operon, one of the targets of RNase E^34^. 

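In UV-treated cells, slr0082 (rimO) was higher than in mock-treated cells by a log2 FC of 1.78 at 1 h and 1.97 at 2 h. Its normalized log2 intensity was 12.64 ± 0.11 (SD, n = 2) in mock-treated and 14.42 ± 0.36 (SD, n = 2) in UV-treated cells at 1 h. For slr0083 (crhR), the log2 FC was -1.43 (adjusted p = 2.2e-05) at 1 h and 0.63 (adjusted p = 0.0016) at 2 h, the latter below the threshold of 1. The difference between the effects on crhR at 2 h and 1 h was 2.06 (adjusted p = 0.00035), and all adjusted p values are from limma with Benjamini-Hochberg adjustment.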

The *rimO* transcript level was significantly upregulated after UV treatment, whereas *crhR* mRNA levels responded in an inverse fashion by transiently decreasing 1 h after UV treatment (Figure S3J). This is consistent with a previous observation of posttranscriptional operon discoordination in the UTR between *rimO* and *crhR* ^34^.

**Figure 1:**
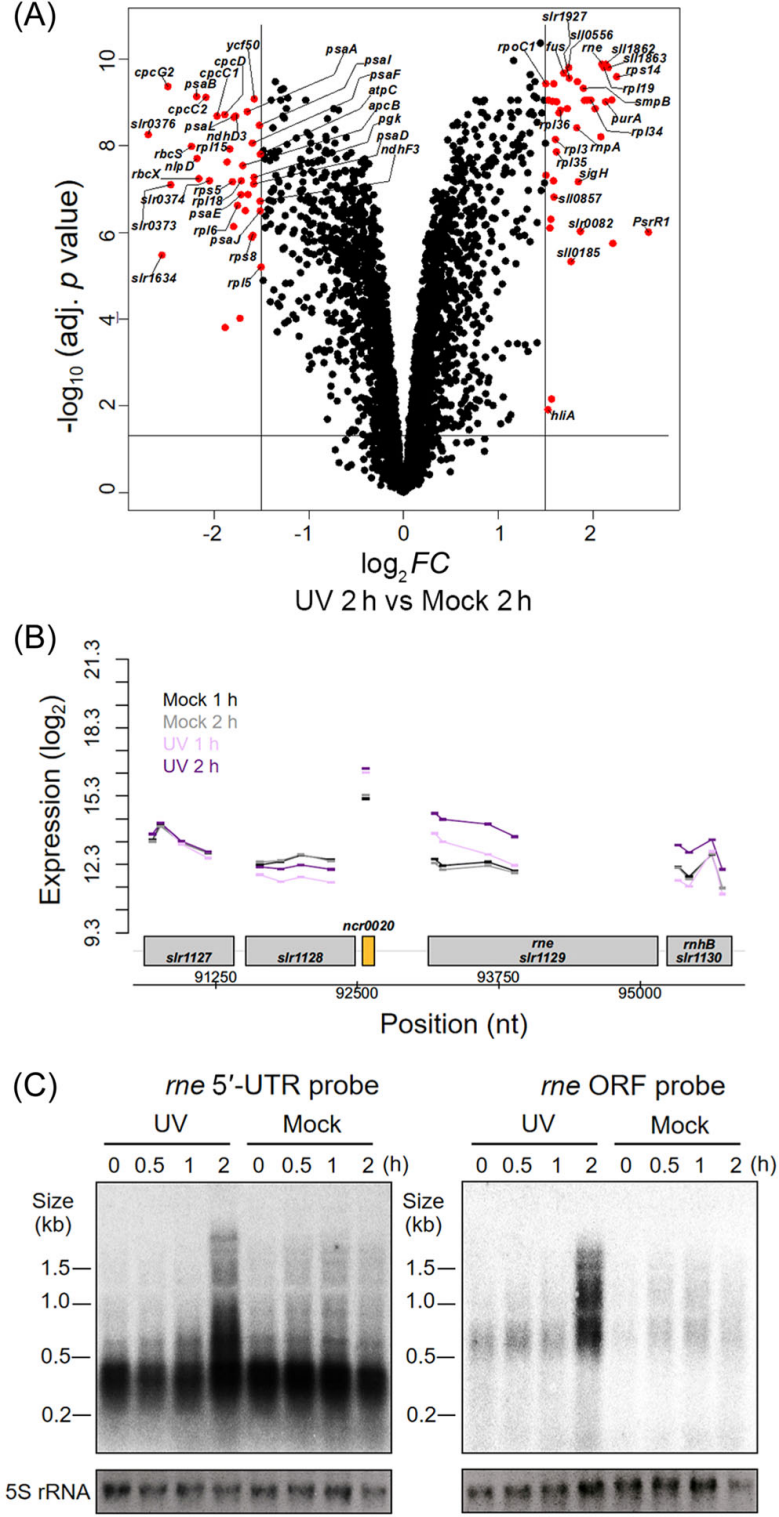
Transcriptomic response to UV treatment and increased accumulation of the *rne* transcript. (A) Volcano plot: log‐transformed fold changes (FCs) between samples taken 2 h after UV irradiation and after mock treatment (*x*‐axis, difference in log_2_ expression values; *y*‐axis, −log_10_ (adjusted *p* value)). The lines indicate the adjusted *p* value threshold of 0.05 and the *FC* thresholds of 1 and −1. The entire data set is shown in the genome‐wide expression plot (Data S2), and numerical values are presented in Data S1. (B) Detailed view of the *rne* locus with array probes indicated by horizontal bars connected by colored lines. All genes are located in the (+) strand direction. The *rne* gene, which is transcribed together with the *rnhB* gene encoding RNase H, has a long 5′ UTR from which separate shorter transcripts can also accumulate, annotated as *ncr0020*. The signal intensities are given as log_2_ values. (C) Northern blot analysis of *rne* expression after UV treatment using single‐stranded RNA probes that hybridize either to the *rne* 5′ UTR or to the coding region (ORF) (Figure S4A and Table S2). 5S rRNA is shown as a control. The High Range RNA Ladder (Thermo‐Fisher) was used as the size standard. One representative blot out of three is shown. rRNA, ribosomal RNA; UTR, untranslated region; UV, ultraviolet.

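The feature NC-123 (ncr0020) is measured by 1 probe, which matches nucleotides 1 to 60 from the transcription start site in the sequence printed in Fig. S4A, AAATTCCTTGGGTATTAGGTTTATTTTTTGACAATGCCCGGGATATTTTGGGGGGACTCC. Its log2 FC was 1.10 (SE 0.07) at 1 h and 1.13 (SE 0.07, adjusted p = 2.5e-05) at 2 h, and the effects at the 2 time points did not differ (0.02, adjusted p = 0.87). With both scalings to the 75th percentile of each array, the values at 2 h were 0.83 and 0.75 and those at 1 h 0.98 and 0.83, below the threshold of 1. The coding region of slr1130 (rnhB) had a log2 FC of -0.61 at 1 h and 1.35 (SE 0.07, adjusted p = 1.9e-05) at 2 h, with limma with Benjamini-Hochberg adjustment. Without background correction and in the deposited matrix, its value at 2 h was just under 1, at 0.96 and 0.99. The 4 probes of rnhB disagreed at 1 h, where 1 had a log2 FC of 0.15 and the others ranged from -1.01 to -0.69.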

We next investigated the UV stress response of the *rne* gene in more detail. Northern blot analyses using probes specific for the *rne* 5′ UTR or the coding sequence 5′ portion (Figure S4A) revealed that transcripts in the 200–500 nt range originating from the 5′ UTR were abundant under all tested conditions (Figure 1C, left). In contrast, the *rne* full‐length transcript became detectable 2 h after UV treatment (Figure 1C, right, UV), whereas the *rne* transcript steady‐state level remained low in the mock condition without UV treatment (Figure 1C, right, mock). The largest distinct mRNA, with a length of ~3.2 kb, was seen 2 h after UV treatment (Figure 1C); this mRNA originates from the dicistronic transcriptional unit that consists of *rne* and the downstream‐located *rnh* gene encoding RNase H^48^. Consistent with previous reports^39^, these results indicate that *rne* expression is upregulated after UV‐C irradiation and that the *rne* 5′ UTR accumulates as an abundant and separate transcript, consistent with previous transcriptome data in *Synechocystis* 6803 (Figures 1B and S1B)^26^ and *Synechocystis* sp. PCC 6714 (Figure S1B)^49^, a closely related strain^48^.

### Elevated RNase E activity after UV‐C irradiation

To determine whether the observed change in *rne* gene expression resulted in higher RNase E enzyme activity, we used a previously established activity assay^50^. This assay is based on a fluorogenic RNA oligonucleotide that consists of a fluorescein amidite (FAM) tag, a Black Hole Quencher 1 (BHQ‐1) quenching tag, and a previously reported *Synechocystis* 6803 RNase E recognition site. In this assay, RNase E activity is monitored via fluorescence from the cleaved FAM oligonucleotide fragment. Using this system, we followed the RNase E activity in *Synechocystis* cells before and after UV‐C treatment. Samples were collected immediately and at 2 and 4 h after irradiation of the cells with UV (400 J/m^2^), and cell extracts were prepared. RNase E cleavage was measured at 1‐min intervals over a period of 70 min using equal amounts of cell lysate protein per sample (Figure 2A). Except in the buffer control, the initial steep increase in fluorescence was followed by a plateau. The reaction efficiency of RNase E obtained by mixing the crude extract with the substrate and incubating for 15 min was compared (Figure 2B). RNase E activity was higher at both measured time points following UV irradiation than in the nonirradiated mock controls (Figure 2B). This result is consistent with the northern blot result, in which substantial accumulation of full‐length *rne* mRNA was observed at 2 h but not earlier (Figure 1C).

**Figure 2:**
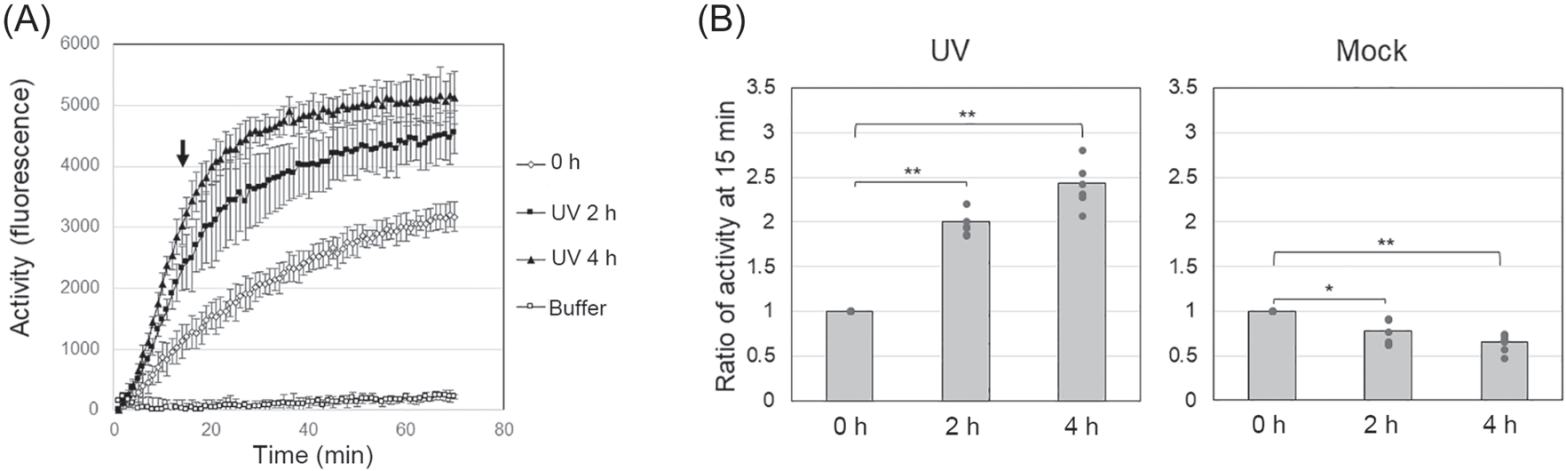
Induction of RNase E activity after UV‐C treatment. (A) RNase E activity in crude cell lysates prepared at the indicated time points after UV‐C treatment (open diamonds: 0 h just after treatment; closed squares: after 2 h; closed triangles: after 4 h; open squares: buffer control) measured in a fluorescence‐based assay with a duration of 70 min. The arrow indicates the high reaction efficiency achieved after 15 min of incubation. (B) Comparison of RNase E activities at 15 min incubation. The values of fluorescence at 15 min incubation were normalized by those before each treatment. The standard deviations of the values obtained for six experiments are shown. Bars represent mean ± SEM (*n* = 6). For statistical evaluation, *p* values were calculated using the paired *t*‐test in Microsoft Excel, *p < 0.05; **p < 0.01.

### Turnover of RNase E protein after UV irradiation

The observed enhancement of RNase E activity in cell lysates (Figure 2) after UV irradiation could result from the presence of more RNase E protein, higher specific activity of the enzyme, or both. To distinguish these possibilities and to permit the direct detection of RNase E, an antiserum against recombinant *Synechocystis* 6803 RNase E was generated. When used in western blots, this antiserum showed specific signals for RNase E at ~100 kDa, higher than the predicted molecular mass, together with likely nonspecific signals at ~65 and 55 kDa (Figures 3 and S5). The size was further confirmed using an engineered *Synechocystis* 6803 strain (FRE) expressing RNase E with a translationally fused N‐terminal FLAG tag under control of the native promoter (Figure S5A). These observations are consistent with previous results in *E. coli*, in which RNase E of a larger apparent size than predicted was detected in western blot analysis^51^. The fact that RNase E was clearly observed at the protein level (Figures 3 and S5) indicates that the low amounts of its mRNA that are present in the nonstress condition (Figure 1) are sufficient for expression of RNase E protein. For comparison, we used an antiserum against the large subunit of RubisCo and normalized the RNase E signal detected on the immunoblot to the RubisCo signal. This comparison showed that the protein levels of RNase E at 1 and 2 h after UV irradiation were almost the same as those present in the mock condition (Figure S5B), in contrast to the increased accumulation of *rne* full‐length transcripts and upregulated RNase E activity observed 2 h after UV irradiation (Figures 1 and 2). This suggests either that the additional mRNA copies were not efficiently translated or that the stability of the protein was decreased. Thus, we compared the stability of RNase E in cells that had or had not received UV treatment. Chloramphenicol, a translation inhibitor, was added after UV irradiation, and the cells were harvested at the indicated time points. Western blot analysis revealed that the protein levels of RNase E in UV‐treated cells decreased considerably 30 and 60 min after the addition of chloramphenicol, while the RbcL signal and the intensity of the nonspecific bands remained constant (Figure 3). In cells that were not UV‐treated, the intensity of the RNase E signal remained constant despite the addition of chloramphenicol (Figure 3B, mock). We conclude that the observed enhanced RNase E activity was not caused by an increase in the amount of RNase E. We further conclude that active translation of mRNA was required to keep the cellular amount of the enzyme constant following UV treatment and that the decreased stability of RNase E was likely linked to the degradation of UV‐damaged RNase E. These results suggest that after UV irradiation, the turnover of RNase E was accelerated by activation of protein degradation, and resynthesis of the enzyme from the increased amount of *rne* full‐length mRNA.

**Figure 3:**
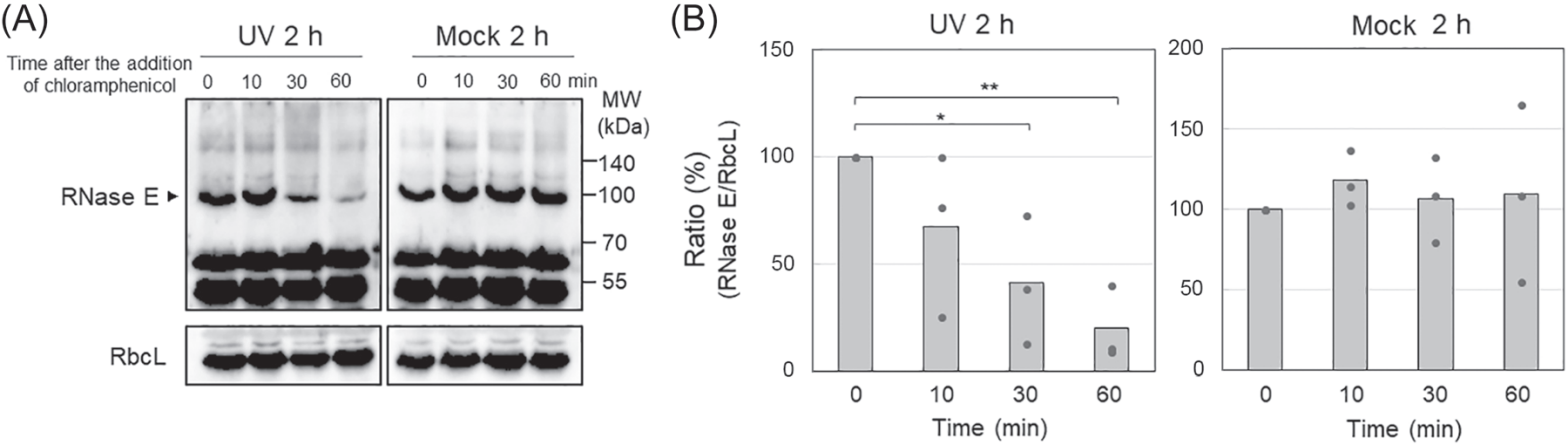
Comparison of the expression level and the stability of RNase E. The translation inhibitor chloramphenicol was added to the cultures 2 h after UV‐C treatment, and cells were harvested at the indicated time points. (A) Western blot analysis. 20 μg of total protein was loaded on an SDS‐PAA gel and subjected to western blot analysis using antibodies against RNase E (arrowhead) or RbcL used as an internal control. (B) Comparison of RNase E protein levels. The signal intensities of RNase E protein (arrowhead) were measured and normalized by those of RbcL protein. Bars represent mean ± SEM (*n* = 3). For statistical evaluation, *p* values were calculated using the paired *t*‐test in Microsoft Excel, *p < 0.05; **p < 0.01.

### Stabilization of *rne* transcripts during the UV stress response

To identify the mechanisms that underlie the increased amount of *rne* full‐length mRNA and hence permit the enhanced turnover of RNase E during the UV stress response, transcript half‐lives were determined. After UV irradiation, rifampicin, which inhibits the initiation of transcription by binding to the β subunit of RNA polymerase^52^, was added to the cultures. For more robust results, the following calculations were based on technical triplicates and biological replicates of the respective two 5′ UTR and ORF segments. The relative amounts of 5′ UTR‐1, 5′ UTR‐2, ORF‐1, and ORF‐2 present at the indicated time points were determined by quantitative real‐time reverse transcription polymerase chain reaction (RT‐qPCR). In parallel, a mock treatment was performed in which UV irradiation was omitted.

Under the mock conditions, the measured amounts for the probed segments within the 5′ UTR and those within the coding region (ORF)  decreased rapidly (Figure 4). The calculated half‐life of the *rne* 5′ UTR segments was 3.1 min, while that of the ORF was 7.2 min (Table S1), suggesting low stability of the *rne* transcript, similar to *E. coli* ^16^. Compared to the mock condition, substantial stabilization of the 5′ UTR segments but not of the coding region segments was observed after UV stress treatment. The calculated half‐life increased to 17.1 min for the *rne* 5′ UTR, while a half‐life of 7.5 min was determined for the coding sequence (ORF, Figure 4 and Table S1).

**Figure 4:**
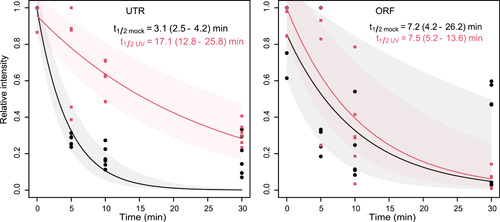
Upregulation of *rne* full‐length transcripts after UV‐C treatment. The relative amounts of *rne* 5′ UTR and ORF transcripts are plotted over time following the addition of the transcription inhibitor rifampicin to cultures after UV‐C treatment for 2 h. The amount of RNA at time point 0 was set to 1.0. Mock‐treated cultures served as controls. The calculated half‐lives of each transcript are indicated. The cells were harvested at the indicated time points for RT‐qPCR analysis using primer sets that anneal to two different regions of the *rne* 5′ UTR (5′ UTR‐1 and 5′ UTR‐2) or the coding region (ORF‐1 and ORF‐2) (Figure S4B,C and Table S2). The data from tests conducted in triplicate were normalized to the amount of 16S rRNA. Half‐life and decay were calculated based on two independent regions in the UTR and the ORF, each with three biological replicates for each region. The fitting curves for the mock treatment and UV stress are given in black and red, respectively. The 95% confidence interval areas are shaded accordingly. RT‐qPCR, quantitative real‐time reverse transcription PCR.

Without UV treatment (mock conditions), the stability of the coding region was 2.2 times higher than that of the UTR (Table 1). Therefore, the observed difference in expression levels of the 5′ UTR and the coding region can be explained by premature transcription termination within the 5′ UTR. The calculation of this effect showed that under mock conditions, ~95.9% of the polymerases terminated within the 5′ UTR, while ~65.3% terminated under UV stress (Table 1 and Figure S6). Because the stability (half‐life) of the coding region was roughly unchanged (Table S1), this led to the observed increased intensity levels under UV. Interestingly, the stability of the 5′ UTR under UV stress conditions increased 5.5‐fold (in other words, the decay constant decreased to 0.18) compared to its stability under mock conditions, while the intensity level increased only 2.52 folds, indicating that the rate of transcription of *rne* was reduced by a factor of ~2.2 under UV. Together, the data suggest that the increased *rne* mRNA levels following UV stress were due to reduced premature termination (Figure 7A).

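In the microarray data at 2 h, the abundance of the 5′ UTR, represented by ncr0020, was 2.18-fold higher and that of the coding region 5.31-fold higher in UV-treated than in mock-treated cells. The log2 ratio of the 5′ UTR to the coding region within each array thus changed by -1.28 (SE 0.11, unadjusted p = 6.4e-06 from limma's moderated test over all 8 arrays), a 2.43-fold larger rise of the coding region. At 1 h, the same ratio changed by 0.22 (SE 0.11, unadjusted p = 0.080 from limma). The ratio of probe signals on an array does not give the ratio of the transcripts, and only its change between conditions was used. Multiplying the 2.18-fold rise by the paper's ratio of decay constants, 0.18, gives a synthesis ratio of 0.393 for the 5′ UTR. The paper calculates the share of polymerases that terminate within the 5′ UTR from the ratio of the synthesis rates of the 5′ UTR and the coding region under each condition, and it proposes reduced premature termination as the origin of the higher rne mRNA level. The half-lives come from RT-qPCR, which was not analysed here.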

**Table 1:** Change in synthesis rates for the 5′ UTR and ORF regions of the *rne* transcript under mock and UV stress conditions.

	Mock	UV	5**′** UTR
	5′ UTR/ORF	5′ UTR/ORF	UV/mock
*FC* of intensity	11	6.5	2.52
*FC* of decay constant	2.2	0.4	0.18
*FC* of synthesis rate	24.2	2.9	0.46
Termination after UTR	95.9%	65.3%	NA

*FC*, fold change; UTR, untranslated region.

### Detailed analysis of the *rne* 5′ UTR in *Synechocystis* 6803

We observed a particularly large difference in the calculated half‐life of the *rne* 5′ UTR in UV‐treated versus untreated cells (Figure 4) and an abundant accumulation of separate, 5′ UTR‐derived transcripts (Figure 1). Both of these observations suggested that the 5′ UTR plays a pivotal role in the control of transcript stability and the determination of whether full‐length mRNA will accumulate. These findings led us to hypothesize that RNase E expression may be regulated via its extremely long 5′ UTR. Recent mapping of RNase E‐dependent cleavage sites in *Synechocystis* 6803 by TIER‐seq, which also points at sites within the *rne* 5′ UTR, supports this idea^36^. However, in the TIER‐seq analysis, mainly 5′ ends were mapped, whereas the 3′ ends remained largely unexplored.

Therefore, we conducted 3′ RACE analysis to map possible 3′ ends within the *rne* 5′ UTR and sequenced the complementary DNA (cDNA) inserts of 17 clones. These 3′ ends primarily mapped to two regions that are located 78–90 nt (shorter 3′ ends) and 214–229 nt (longer 3′ ends) downstream of the TSS (Figure 5A). The most prominent RNase E cleavage sites within the *rne* 5′ UTR mapped by TIER‐seq^36^ also lie within the U‐rich region (228 and 229 nt downstream the TSS; Figure 5B), as well as further in the 3′ direction (237 and 320 nt from the TSS). Moreover, compared to the shorter 3′ ends, the sequence surrounding the longer 3′ ends of the *rne* 5′ UTR is well conserved in *Synechocystis* 6803 and *Synechocystis* 6714 (Figures S8 and 5A). These observations further support the hypothesis that the expression of RNase E is self‐regulated by cleavage within the 5′ UTR, with a focus on the AU‐rich region.

**Figure 5:**
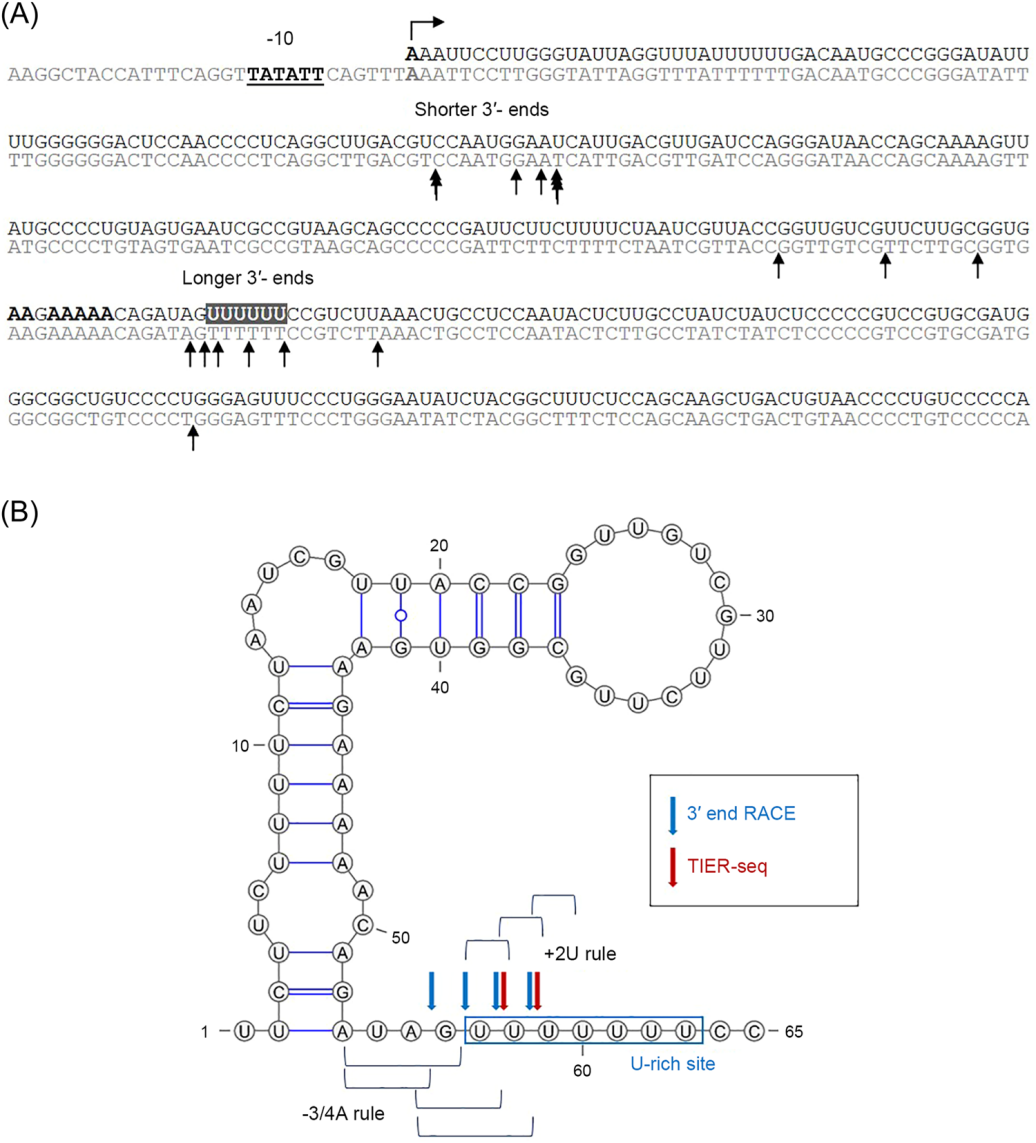
Analysis of 3′ ends within the *rne* 5′ UTR. (A) The 3′ ends mapped by the 3′ RACE assay within the first 355 nt of the *rne* 5′ UTR are indicated by arrows (overlapping arrows if the same end was found several times). The promoter (−10), TSS, and A‐rich sites are represented by boldface letters. The U‐rich site is indicated by the gray box and white characters. The 3′ ends mapped primarily to two regions that were located 78–90 nt (shorter 3′ ends) and 214–229 nt (longer 3′ ends) downstream from the TSS of *rne*. (B) Secondary structure of the U‐rich site that forms part of the *rne* 5′ UTR predicted by RNAfold on the ViennaRNA website^53^ with default settings and visualized using VARNA version 3.93^54^. RNA 3′ ends mapped by 3′ RACE and 5′ ends mapped by TIER‐seq^36^ are indicated by blue and red arrows, respectively. The RNase E consensus sequence suggested by TIER‐seq (+2U rule: uridine at 2 nt downstream of the cleavage site; −3/4 A rule: adenine at 3–4 nt upstream) is also shown.

In *Synechocystis*, not only RNase E but also RNase J, which can function as an endoribonuclease, are active^23^. To discriminate between these two enzymes and to gain further insight into the location of cleavage sites within the 5′ UTR, RNase E in vitro cleavage assays were performed. The complete *rne* 5′ UTR of 583 nt (plus 3 nt resulting from the initiation of transcription by the T7 RNA polymerase generating the in vitro transcript; Figure 6A) was transcribed in vitro and incubated with purified recombinant RNase E, and the cleavage products were separated by polyacrylamide (PAA) gel electrophoresis. After treatment with RNase E, several distinct RNA fragments were obtained, confirming the presence of multiple RNase E sites within the *rne* 5′ UTR (Figure 6B). Next, we performed northern blot analysis to identify the major fragments generated by cleavage within the *rne* 5′ UTR (Figure 6C). We used probes that recognize either the 5′ or the 3′ parts of the *rne* 5′ UTR with respect to the cleavage site (Figure S4D). A particular fragment (labeled in Figure 6C by asterisks) resulting from the RNase E cleavage was noted; as this fragment was observed with probes 1 and 2, but not with probes 3 or 4, it must have derived from the first part of the 5′ UTR (Figure 6C). The length of this fragment corresponds well to that of an RNA that could extend from the TSS to the AU‐rich site.

**Figure 6:**
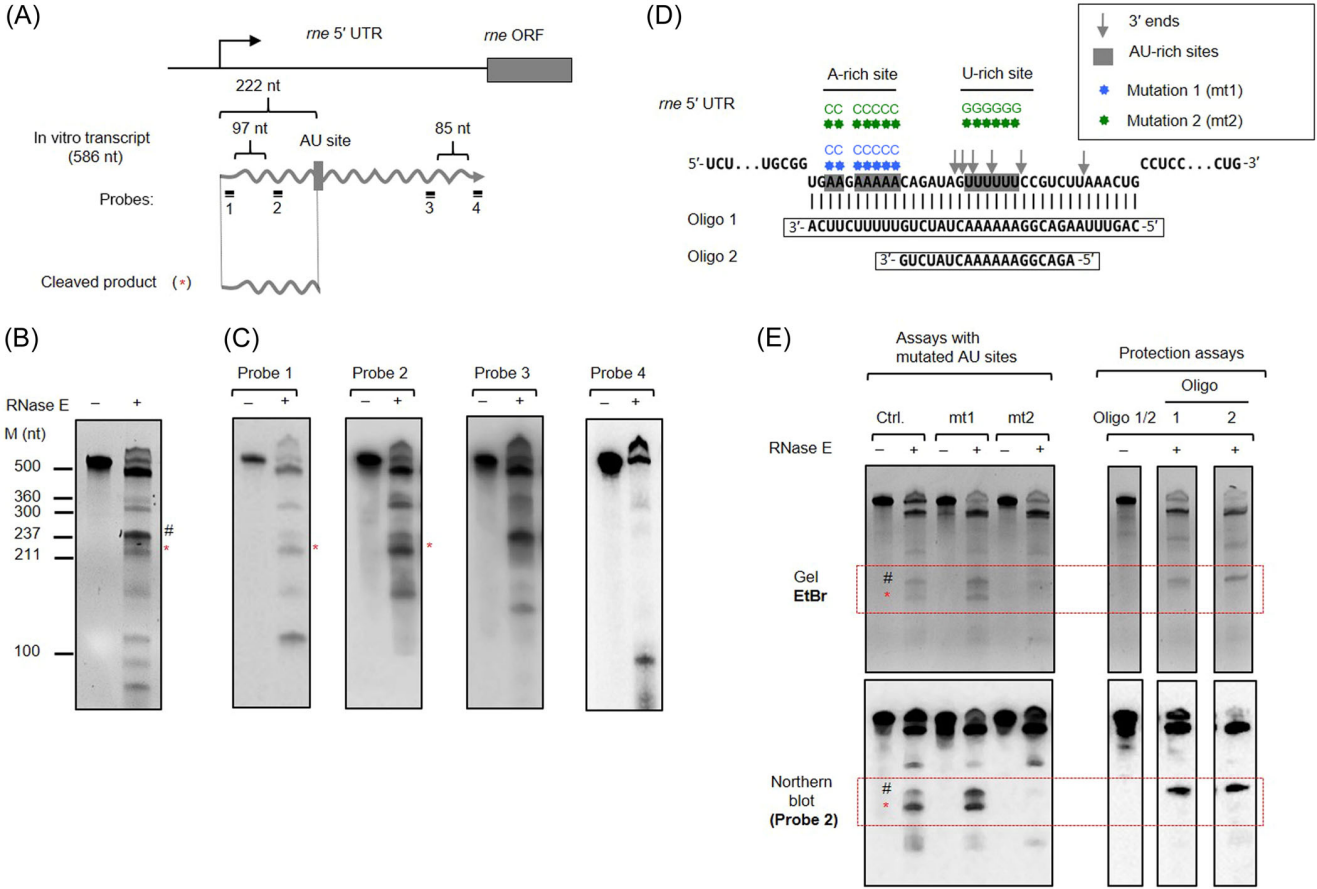
In vitro RNase E cleavage assay. (A) Summary of the cleavage of the *rne* 5′ UTR transcript by RNase E recombinant protein. The *rne* 5′ UTR transcript and the major products detected in the assay are shown, together with the locations at which probes that recognize different regions within the *rne* 5′ UTR transcript hybridize (Figure S4D and Table S2). (B) In vitro transcripts of the *rne* 5′ UTR were incubated with (+) and without (−) recombinant *Synechocystis* RNase E, and the resulting RNA cleavage patterns were visualized by ethidium bromide staining. Fragment sizes were estimated using NEB ssRNA markers. The major bands generated by RNase E digestion are marked by red asterisk and hash symbol. The red asterisk marks a longer fragment that is similar in length to a fragment that could extend from the TSS to the two major 3′ ends as determined by 3′ RACE (Figure 5). (C) Northern blot analysis of RNase E‐digested *rne* 5′ UTR transcripts. In vitro transcripts of the *rne* 5′ UTR were incubated with (+) and without (−) recombinant *Synechocystis* RNase E. After separation of the digestion products on PAA gels and blotting, the membranes were hybridized with specific probes (Figure S4D and Table S2). (D, E) In vitro RNase E cleavage assays using mutant *rne* 5′ UTR transcripts and protection of the transcripts from RNase E attack. (D) Scheme of point mutations within the *rne* 5′ UTR transcript and the sequences of oligo‐RNAs used in the protection assay. The 3′ ends of the *rne* 5′ UTR, mapped by 3′ RACE, are indicated by gray arrows. (E) RNase E cleavage assay (left) and protection assay (right). The RNA cleavage patterns were visualized on ethidium bromide (EtBr)‐stained 7 M urea–6% PAA gels (upper image) and analyzed by northern blot hybridization using probe 2 (lower image). The specific bands generated by RNase E digestion are marked by the same asterisk and hash symbols.

To unambiguously demonstrate that the observed cleavage was performed by RNase E, we focused on the AU‐rich region, to which the mapped 3′ ends of *rne* 5′ UTR subfragments had pointed and that is conserved in *Synechocystis* 6803 and *Synechocystis* 6714 (Figure S8). We tested the effects of point mutations in the AU‐rich region (Figure 6D). A‐to‐C substitutions at the A‐rich site had no effect, while the cleavage product was no longer observed when nucleotides were substituted at both the A‐rich and the U‐rich sites (Figure 6E). However, these substitutions together should also have led to a different secondary structure. Therefore, we performed protection assays using oligo RNAs that cover either only the U‐rich site or both the A‐rich and the U‐rich sites. The cleavage product in question disappeared after the addition of either of the two tested oligo RNAs, both of which cover the U‐rich site (Figure 6E). Oligo 2 was shorter than oligo 1 and did not cover the A‐rich site, which hence had made no difference. These results indicated that the U‐rich site is a preferred site for RNase E cleavage in the *rne* 5′ UTR in vitro and are consistent with the results of our analysis of RNA ends in vivo by 3′ RACE mapping (Figure 5B) and with the results of 5′ end mapping according to the TIER‐seq data set^36^.

## DISCUSSION

Here, we demonstrate that the UV stress response in *Synechocystis* 6803 involves comprehensive transcriptome remodeling and accelerated RNase E turnover and provide evidence for a regulatory mechanism underpinning this process. The results of in vitro RNase E assays in the presence and absence of protecting oligonucleotides and with RNAs containing specific point mutations (Figure 6) are consistent with the results of 3′ end RACE mapping and 5′ end mapping by TIER‐seq, confirming that RNase E cleaves within the 5′ UTR of its own mRNA in the U‐rich site (Figure 5). Moreover, the TIER‐seq data indicate the possible presence of additional sites in the region approximately 10–100 nt downstream of the U‐rich site^36^. These facts suggest that RNase E regulates its level of expression by targeting the 5′ UTR of its own transcript. Superficially, these results resemble the autoregulation of RNase E levels in *E. coli* ^16^, ^19^. However, the observed increase in the full‐length *rne* transcript level after UV stress cannot be fully explained by stability control of the *rne* 5′ UTR. Our data suggest that autoregulation depends on the premature termination of *rne* transcripts and does not involve an increased transcription rate (Figures 7A and S6). Under standard growth conditions, it seems to be uneconomical for the cell to stop most transcription at the *rne* 5′ UTR. However, such a mechanism could be advantageous as it permits the rapid upregulation of RNase E production if needed.

**Figure 7:**
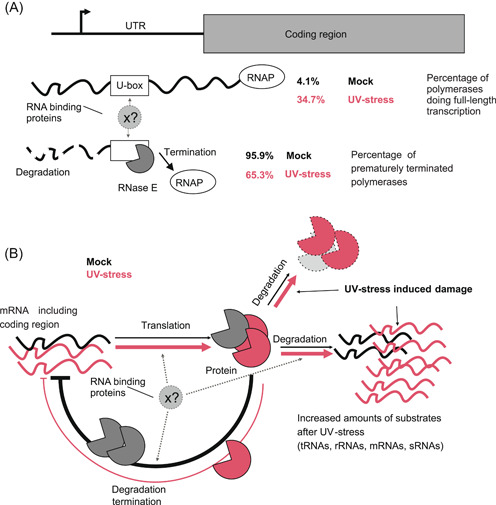
Hypothetical model of the regulation of RNase E expression in *Synechocystis* 6803. (A) The 5′ UTR of the *rne* message contains an RNase E‐sensitive U‐box. The (initial) endonucleolytic cleavage by RNase E destabilizes the UTR and might also lead to termination of transcription. Regardless of the exact molecular mechanism, termination is the main factor that accounts for differences in expression of the 5′ UTR and the coding region. Additional factors might be involved in these processes. In the absence of UV stress, 95.9% of all RNA polymerase molecules terminate at a point before the coding region, and only 4.1% transcribe the full‐length message. Under UV stress conditions, the percentage of prematurely terminating polymerases decreases to 65.3%. (B) Hypothetical model of the autoregulatory negative feedback loop. Under normal growth conditions, the number of *rne* transcripts is maintained at a low level by a combination of RNA cleavage and transcription termination. When UV stress occurs, the number of alternative RNase E targets increases, and the stability of the RNase E protein is reduced. As a result, less RNase E activity is allocated to its own UTR, the autoregulation is relieved, and the system reaches a new equilibrium in which the concentrations of RNase E mRNA and protein are higher.

The RNase E‐mediated cleavage rate at the 5′ UTR site might be influenced by an abundance of alternative substrates in the cell or due to protection by an RNA‐binding protein (Rbp). The identification of such hypothetically involved Rbp is an interesting topic for future research.

Our proposed model for the feedback regulation of *Synechocystis* RNase E is shown in Figure 7B. Under nonstress conditions, the number of *rne* transcripts remains at a low level. This appears to be regulated by cleavage within the *rne* 5′ UTR U‐rich region, as well as by termination of transcript elongation. UV irradiation likely damages nucleic acids as well as proteins, including RNase E. UV‐induced RNA‐protein crosslinks can lead to stronger damage of Rbps, including the endoribonuclease RNase E. As a consequence, the degradation of UV‐damaged RNase E protein should become selectively accelerated. In addition, we assume that the presence of UV‐damaged RNAs drastically increases the substrate pool for RNase E. Both processes lead to a scenario in which less RNase E activity can be allocated to its own mRNA, leading to a more stable 5′ UTR and reduced transcription termination before the ORF. As a result, more active RNase E is synthesized.

A similar control mechanism might also exist in other cyanobacteria because extremely long *rne* 5′ UTRs were mapped in several different species (Figure S1A). An additional regulatory mechanism was reported in the marine cyanobacterium *Prochlorococcus* sp. MED4, in which RNase E levels were found to increase during lytic infection by the cyanophage P‐SSP7; the increase in RNase E levels may support phage replication by generating a source of nucleotides from stimulated RNA degradation^55^, ^56^. During phage infection, *rne* transcription proceeds from an alternative TSS, resulting in a shorter mRNA variant that lacks the regulatory 5′ UTR^56^. These observations suggest that there is additional diversity in the control mechanisms of RNase E in cyanobacteria. While the mechanism described here ensures the presence of a certain level of RNase E, it does not explain the increased enzymatic activity that we observed 2 and 4 h after UV irradiation. Because there was no concomitant increase in the amount of RNase E protein, either the specific activity of the enzyme is enhanced by a regulatory factor or by protein modification or the fraction of active enzyme is higher among freshly synthesized enzymes than among the existing pool.

Our microarray analysis revealed changes in transcriptome composition after UV treatment over time, and these changes showed similarities to and differences from those observed in other bacteria. When DNA is damaged by UV light, an SOS response is triggered, leading to DNA repair and the rebuilding of cellular components; this is accomplished by pausing cell division and energy production. 

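The change between the time points was tested as the effect of UV at 2 h minus that at 1 h. The UV 1 h and UV 2 h arrays lay on different slides, so that this change cannot be told apart from an effect of the slide. Over all features, 163 had a higher and 32 a lower effect at 2 h (limma with Benjamini-Hochberg adjustment). In the ribosomal protein cluster, 15 of 19 genes were called higher in this difference, with a median of 2.01 (fry adjusted p = 0.0013 over the 3 sets), and in the atp operon 5 of 7, with a median of 1.82 (fry adjusted p = 0.0013). These differences did not pass 0.05 in camera with the correlation estimated from these arrays (unadjusted p = 0.065 for the ribosomal protein cluster and 0.066 for the atp operon). In the rbc operon, 0 of 3 genes were called in the difference, and the median difference was 0.12 (fry adjusted p = 0.51). At 2 h, the median log2 FC was -1.29 for the ribosomal protein cluster (fry adjusted p = 0.025), -0.78 for the atp operon (fry adjusted p = 0.0028) and -1.96 for the rbc operon (fry adjusted p = 0.00079). The value of the ribosomal protein cluster at 2 h did not pass 0.05 with the replicate number as a block (fry adjusted p = 0.065), and with each array left out in turn it passed in 3 of 8 fits (fry adjusted p from 0.0058 to 0.11).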

Consistent with this widely conserved mechanism, we observed transient repression of genes involved in translation and energy metabolism one hour after UV irradiation of *Synechocystis* 6803. On the other hand, no significant induction of SOS gene homologs, such as *lexA*, *recA*, *uvrA*, *uvrB*, and *uvrC*, occurred; instead, a marked induction of *rne* and *rnj* was observed (Figures 1 and S3I). 

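The coding region of sll0569 (recA) had log2 FCs of 0.10 (adjusted p = 0.24) at 1 h and 0.41 (adjusted p = 0.0022) at 2 h, the latter below the threshold of 1 (limma with Benjamini-Hochberg adjustment). The feature uvrA-0-x was not well above background on any array, so no fold is given for it. The genes uvrB and uvrC were not analysed here.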

In *E. coli*, SOS‐responsive genes were not induced in mutants of *rne* and *rng* (the latter encodes the RNase G, a homolog of RNase E), suggesting that RNase E is involved in the control of the SOS response^57^. While the cellular response to UV has been studied in *Synechocystis* 6803 at the protein level^58^, the regulatory mechanisms involved, including those that control the SOS response, are not clear in cyanobacteria. The functions of homologs of the *E. coli*‐type SOS response regulator LexA are not conserved in several species of cyanobacteria^59^. LexA has been reported to be unrelated to the regulation of the SOS response in *Synechocystis* 6803^39^, ^60^, in which it instead functions as a transcriptional regulator of fatty acid metabolism^61^ and salt stress response^62^. In addition, transcript levels of the *recA* gene, which plays a major role in DNA repair and recombination, are negatively regulated by UV light and oxidative stress at the posttranscriptional level^39^ through a mechanism in which both RNase E and RNase J are thought to be involved. Further study of the posttranscriptional regulatory mechanisms involved in the cyanobacterial SOS response, including those related to RNase E, is needed.

In *Synechocystis* 6803, it has been reported that RNase E binds to a short hairpin RNA structure and then cleaves the RNA in an AU‐rich region immediately downstream of the hairpin. Such sites have been described within the 5′ UTR of *psbA2*, upstream of *crhR* ^29^, ^34^, and in maturation of crRNAs from long precursor RNA in a CRISPR–Cas subtype III‐Bv system^35^. Systematic mapping of RNase E sites in *Synechocystis* 6803, moreover, points to the frequent presence of a uridine 2 nt downstream of the cleavage site (+2U rule) and an adenine 3 or 4 nt upstream (−3/4A rule); together, these residues are capable of forming an “AU clamp”^36^. We observed a very similar architecture of the U‐rich site determined here (Figure 5B).

Further studies targeting proteins that may bind to the long *rne* 5′ UTR or modulate RNase E activity will be necessary to elucidate the detailed mechanism of the selective posttranscriptional upregulation of *rne* transcripts during the UV stress response. The RNA chaperone Hfq modulates regulatory sRNA and target RNA structures and their interactions with each other^63^; however, there is no evidence that Hfq binds RNA in *Synechocystis* 6803^64^, ^65^. Another type of Rbp containing a single RNA recognition motif is widely conserved in cyanobacteria^66^, ^67^, ^68^, ^69^ and even in plant chloroplasts^70^. In *Synechocystis* 6803, Rbp2 and Rbp3 are involved in the regulation of photosynthetic gene expression and thylakoid membrane targeting through transcript binding^71^. In our study, the expression of these *rbp* genes was found to be induced at the same time as the expression of *rne* in response to UV stress (Figure S3K–M), suggesting the involvement of Rbps in the UV stress response.

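At 2 h, ssr1480 (rbp2) had a log2 FC of 0.56 (adjusted p = 0.00070), below the threshold of 1, and at 1 h its log2 FC was -0.04. Over the 20 alternatives, the value of rbp2 at 2 h ranged from 0.081 to 0.70, with adjusted p values up to 0.41. For slr0193 (rbp3), the log2 FC was 0.39 (adjusted p = 0.027) at 1 h and 0.18 (adjusted p = 0.24) at 2 h, and the latter did not exceed the replicate error (limma with Benjamini-Hochberg adjustment). Its direction at 2 h changed in both scalings to the 75th percentile of each array, to -0.057 and -0.081.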

In *E. coli*, RNA degradation and processing by RNase E are known to be modulated by RNase E‐binding proteins such as RraA, RraB, and RapZ^20^, ^72^, ^73^, ^74^; however, no homologs of RraA or RraB have been characterized in cyanobacteria. Homologs of RapZ exist in certain cyanobacteria (*Synechococcales*, *Leptolyngbya*, *Gloeobacter*, and others) but are not conserved in *Synechocystis*, and their function is still unknown. In the cyanobacterium *Synechococcus elongatus* PCC 7942, RNase E activity was inhibited when the DnaK2 and DnaJ2 chaperones were added to in vitro assays^75^. Thus, these chaperones clearly have the potential to impact RNase E activity.

RNase E is selectively degraded after UV irradiation; however, the involved mechanism is unknown. The identification and functional characterization of proteins that interact with RNase E or its 5′ UTR is a promising topic for future research and should lead to a better understanding of the feedback regulation of RNase E and regulatory circuits within the RNA metabolism of cyanobacteria.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions

*Synechocystis* sp. PCC 6803 PCC‐M strain^76^ was grown photoautotrophically (40 µmol photons/m^2^/s) at 30°C in BG‐11 medium^77^ supplemented with 20 mM HEPES‐NaOH (pH 7.5).

### UV irradiation and viability assay

For viability testing, exponentially growing cells at a density of 2 × 10^7^ cells/ml were transferred to plastic dishes without lids and irradiated with UV‐C (254 nm) using UV lamps (UVP Inc.) at a dose of 400–16,000 J/m^2^. The cells were collected and then spread on solid medium before or after UV irradiation. Surviving colonies were counted after 7 days of growth. Consistent with previous reports^39^, this analysis revealed a dose of 400 J/m^2^ as optimal, which therefore was used in all subsequent assays.

### RNA extraction and northern blot analysis

At the indicated times after UV‐C irradiation (400 J/m^2^ or mock treatment for 200 s), *Synechocystis* 6803 cells were harvested and total RNA was extracted as described previously^78^, ^79^. The extracted RNA samples were analyzed by electrophoretic separation of 3 μg of RNA on 1% agarose‐urea gels and electroblotted onto Hybond‐N + membranes (Amersham). For northern blot hybridizations shown in Figure 1C, the PCR‐generated probe templates were obtained using the primers slr1129‐5UTR‐f and slr1129‐5UTR‐rT7 (*rne* 5′ UTR probe) or slr1129orf‐f and slr1129orf‐rT7 (*rne* ORF probe); for the primer sequences, see Table S2 and Figure S4A. The single‐strand transcript probes were generated by in vitro transcription from these templates using the MAXIscript kit (Ambion) as described^35^. The membranes were prehybridized for 60 min at 62°C with hybridization buffer (Roche) in glass tubes under continuous rotation. The single‐stranded labeled RNA probes were added to the prehybridized membranes for hybridization at 62°C overnight. The membranes were washed at 57°C with wash buffer I (2× SSC, 1% SDS), II (1× SSC, 0.5% SDS), and III (0.1× SSC, 0.1% SDS) for 10 min each.

The oligonucleotide probes used in Figure 6C were 5**′** labeled using 30 μCi [γ‐^32^P]ATP, 5 µl oligonucleotide (10 pmol/µl), and T4 polynucleotide kinase (Thermo Fisher Scientific) as previously described^79^. Membranes were prehybridized for at least 30 min at 45°C with hybridization buffer (Roche) in glass tubes under continuous rotation. The labeled oligonucleotide probes were placed on ice and then added to the prehybridized membrane for hybridization at 45°C overnight. Membranes were washed at 40°C with wash buffers I, II, and III as above, for 10 min each. A BIO‐RAD Molecular Imager FW system was used for detecting the signals on a Kodak phosphorimaging screen. Quantity One software (BIO‐RAD) for signal processing.

### Microarray analysis

The here used Agilent microarrays contain oligonucleotide probes representing all annotated mRNAs as well as most other expressed transcripts, allowing precise determination of individual transcripts with respect to both DNA strand and genomic location. We used previously described conditions for hybridization and analysis^80^. Total RNA (5 µg) was extracted from *Synechocystis* 6803 cells collected 1 or 2 h after UV‐C irradiation at 400 J/m^2^ or following mock treatment and directly labeled with Cy5 (without cDNA synthesis) using the ULS labeling kit (Kreatech Diagnostics) according to the manufacturer's protocol. RNA fragmentation and hybridization for Agilent one‐color microarrays were performed according to the manufacturer's instructions using 1.65 µg of labeled RNA in biological duplicates. The microarrays were scanned with an Agilent microarray scanner C, model G2505C, using Agilent Scan Control and Feature Extraction 10.7.3.1 software. The raw data were quantile normalized using limma R software as part of Bioconductor version 3.16. The differences in the transcriptomes of cells subjected to UV‐C and mock conditions were determined for each time point. A transcript was considered differentially expressed when it met the significance criteria (log_2_ *FC* ≥ │1│, adj. *p* ≤ 0.05). *p* values were adjusted for multiple testing using the Benjamini–Hochberg method. The comparative microarray data are shown in Data S1, and the raw data have been deposited in the GEO database under the accession number GSE186330.

### Estimation of transcript half‐lives by RT‐qPCR

We designed specific primer sets for use in analyzing two segments within the *rne* 5′ UTR (5′ UTR‐1 and 5′ UTR‐2) and two segments within the coding region of the RNA (ORF‐1 and ORF‐2) by RT‐qPCR (Figures S4B and S4C). To estimate the half‐lives of the *rne* 5′ UTR and coding region segments, 200 µg/ml rifampicin, a transcription inhibitor^52^, was added 2 h after UV‐C treatment of the cells at 400 J/m^2^. RNA samples were prepared from cells collected 0, 5, 10, and 30 min after rifampicin addition by rapid filtration of the cells onto Supor 800 membranes as described above, and relative amounts of the RNA were quantified by RT‐qPCR. For this, cDNA was prepared from 2 µg of each RNA sample using the PrimeScript II 1st strand cDNA synthesis kit (TaKaRa) with 40 units of RNasin Plus RNase inhibitor (Promega) according to the manufacturer's instructions. RT‐qPCR was performed using a StepOnePlus real‐time PCR System (Applied Biosystems) in standard mode (10 min at 95°C, followed by 40 cycles of 15 s at 95°C, 15 s at 55°C, and 60 s at 72°C). Each 20 μl reaction contained 10 μl of Power SYBR Green Mix (Applied Biosystems), 2 μl of cDNA, and 0.4 μl each of the forward and reverse primers (final concentration 200 nM). The primers (Table S2) were synthesized by Eurofins MWG Operon. All reactions were conducted in triplicate, and 16S rRNA was amplified as a reference. Melting curves for the amplifications showed only single products. The data were analyzed using the StepOnePlus system SDS software (Applied Biosystems) with manual *C*_t_ and automatic baseline settings. Relative transcript quantities were calculated using the ΔΔ*C*_t_ method. The RT‐qPCR data were used to calculate transcript half‐lives by fitting the decay time‐course abundance curves to an exponential decay function. The degradation constants and half‐lives were calculated by fitting the data to an exponential decay curve with the R nls function.

### Calculation of synthesis rates

Assuming steady‐state expression of a given transcript, the transcript levels (*Int*) are defined by the ratio of its synthesis rate to its transcription rate (*α*) and the degradation constant (*λ*), as follows:

$$\mathrm{Int}=\frac{\alpha }{\lambda }$$

The fold change (*FC*) in the expression of two transcripts (*i,j*) is

$${\mathrm{FC}}_{i,j}=\frac{{\mathrm{Int}}_{i}}{{\mathrm{Int}}_{j}}=\frac{\alpha_{i}}{\lambda_{i}}\times \frac{\lambda_{j}}{\alpha_{j}}$$

With the use of the microarray intensity data and the fits for the degradation constants, we can calculate the ratio of synthesis rates (*FCsynt*).

$${\mathrm{FCsynt}}_{i,j}=\frac{\alpha_{i}}{\alpha_{j}}=\frac{{\text{Int}}_{i}}{{\text{Int}}_{j}}\times \frac{\lambda_{i}}{\lambda_{j}}$$

Assuming a single promoter for *rne* transcription, a synthesis ratio $FCsynt_{\mathrm{UTR},ORF}>1\;$indicates a termination after the 5′ UTR. Comparing the synthesis ratios of the UTR under mock and UV stress conditions, ${\mathrm{FCsynt}}_{\mathrm{UV},\mathrm{mock}}<1\;$indicates a reduced transcription rate under UV stress conditions.

### Fluorogenic cleavage assay

A fluorogenic cleavage assay was performed as described previously^50^, with modifications in preparing the cell extract. An RNA oligonucleotide with a FAM tag and a BHQ‐1 quenching tag containing the RNase E recognition site within  the *psbA2* 5′ UTR was used. Cleavage within the fluorogenic oligonucleotide separates the two tags from each other, which can be measured by the increase in fluorescence. After UV irradiation at a dose of 400 J/m^2^, the cells were collected immediately or after cultivation at room temperature for 2 and 4 h and were then stored at −20°C. The cell pellets were resuspended in 300 µl of reaction buffer (25 mM Tris‐HCl [pH 8.0], 60 mM KCl) in a vial containing 300 mg of glass beads and broken in a Mini‐BeadBeater‐16 (BioSpec). The resulting cell extract was centrifuged at 400*g* for 5 min at 4°C. The supernatant containing the soluble and membrane proteins was transferred to a new tube and used in the assay. The cleavage assays were carried out at 30°C in a 50‐µl reaction mixture containing reaction buffer (25 mM Tris‐HCl (pH 8.0), 60 mM KCl) with 5 mM MgCl_2_, 100 mM NH_4_Cl, 0.1 mM DTT, 5% (w/v) glycerol, 0.06 µM fluorogenic RNA, and 50 µg of crude extracts prepared in the above conditions. Finally, 20 µl of RNase‐free immersion oil was added to each sample to avoid evaporation. The cleavage reaction was monitored in technical triplicates for 70 min at 1‐min intervals by fluorometry using a Victor^TM^ X^3^ multilabel plate reader (PerkinElmer; excitation at 480 nm, emission at 520 nm).

### Overexpression and purification of *Synechocystis* 6803 RNase E and preparation of polyclonal antisera

Recombinant RNase E was expressed and purified as described^29^. The preparation of rabbit antiserum against the purified RNase E protein was based on previous methods^81^ (Protein Purify Co. Ltd.). The recombinant RNase E was subjected to SDS–PAA gel electrophoresis and recovered from the gel. After crushing and mixing with adjuvant, the gel slices were injected into rabbits. Each antigen was injected five times over a period of 3 months, and the resulting antibody titers were measured by ELISA. Centrifugation was used for the preparation of whole antiserum from the collected blood samples. The antiserum was stabilized by the addition of NaN_3_ at a final concentration of 0.1% (w/v) and stored at −80°C until use.

### Western blot analysis and determination of RNA half‐life

Crude extracts of the cells were carried out as previously described, with minor modifications^82^. The *Synechocystis* 6803 FRE strain, which expresses an N‐terminally FLAG‐tagged version of RNase E from its native chromosomal site, was used for size estimation of RNase E. To avoid degradation of RNase E protein, the crude extracts were prepared immediately after cell harvesting. After UV‐C irradiation at 400 J/m^2^ or mock treatment, *Synechocystis* 6803 cells were harvested by centrifugation and used for the preparation of crude protein samples as previously described^82^. Twenty micrograms of each sample was analyzed by western blot analysis using primary antisera against RNase E, FLAG‐tag (No. F3165; Sigma‐Aldrich), and RbcL (No. AS03 037; Agrisera) at dilutions of 1:3000, 1:10,000, and 1:8000, respectively; HRP‐conjugated anti‐mouse (for FLAG‐tag, No. NA931V) and rabbit IgG (for RNase E and RbcL, No. NA934V) (GE Healthcare) were used as the secondary antibody. The images and quantities of each protein signal were obtained using a ChemiDoc XRS + system with Image Lab software (Bio‐Rad laboratories).

To estimate the half‐life of RNase E protein, 250 µg/ml of chloramphenicol was added 2 h after UV‐C treatment of the cells at 400 J/m^2^. Crude extracts were prepared from the cells as described above and separated by SDS–PAA gel electrophoresis, followed by western blot analysis.

### Rapid amplification of 3′ ends

Rapid amplification of 3′ ends (3′ RACE) was performed according to Argaman et al^83^. Total RNA was prepared from a *Synechocystis* 6803 culture grown under standard conditions. After ligation of an RNA adapter, the RNA was reverse‐transcribed and PCR‐amplified using primers that anneal to the 5′ UTR of *rne* or to the adapter sequence. An electrophoresis gel image of PCR products is shown in Figure S7. DNA fragments were ligated into the pGEM‐T vector and transferred into *E. coli*. Single colonies were picked, and the inserts were sequenced by Sanger sequencing. The sequences of the RNA adapters and DNA primers used in this study are listed in Table S2.

### In vitro cleavage assay

The *rne* 5′ UTR was transcribed in vitro from a PCR‐generated template using the oligonucleotides rne5UTR‐T7‐fw and rneATG‐rev. For in vitro transcription of the variants of the *rne* 5′ UTR (mutation 1 and mutation 2, Figure 6E), template DNA was synthesized in a fusion‐PCR approach. Briefly, *rne* 5′ UTR fragments 1, 2, and 3 were amplified using the oligonucleotide pairs rne5UTR‐T7‐fw/frag1‐rev, frag2‐fw/rneATG‐rev, and frag3‐fw/rneATG‐rev, respectively. Next, fragments 1 and 2 (fusion product 1) and fragments 1 and 3 (fusion product 2) were combined and used as template DNA for fusion PCR, each in combination with oligonucleotides rne5UTR‐T7‐fw and rneATG‐rev. Fusion products 1 and 2 were used as template DNA for in vitro transcription of *rne* 5′ UTR mutation 1 and mutation 2 variants, respectively. Residual template DNA was depleted as described^50^, and the full‐length RNAs generated in vitro were purified from PAA gels as described^31^. In vitro RNase E cleavage assays were performed as described previously^50^ with the following modifications: 0.8 pmol of RNA was incubated with 7 pmol of *Synechocystis* 6803 recombinant RNase E for 30 min at 30°C; after separation of the mixture on 7 M urea‐6% PAA gels, RNA was transferred to a Hybond‐N nylon membrane (Amersham) and subjected to northern blot hybridization. RNA gel blot hybridizations, 5′‐radiolabeling, and purification of oligonucleotide probes were performed as described previously^50^. The oligonucleotides used as probes are listed in Table S2.

### RNase E protection assay

Reaction mixtures (3 µl each) containing 0.5 pmol of in vitro transcribed RNA (*rne* 5′ UTR, *rne* 5′ UTR mutation 1, and *rne* 5′ UTR mutation 2) and 2 pmol of the oligonucleotides as‐rne 210/228 and as‐rne 200/234 were incubated for 5 min at 85°C and then briefly chilled on ice. The reaction mixture was then supplemented with 1 µl 5× RNase reaction buffer (125 mM Tris‐HCl (pH 8.0), 300 mM KCl, 25 mM MgCl_2_, 500 mM NH_4_Cl, 0.5 mM DTT) and incubated at room temperature for 15 min. Recombinant RNase E (7 pmol) was added to increase the total reaction volume to 5 µl, and incubation was continued at 30°C for 15 min. RNase E activity was quenched by the addition of 1 µl of 0.5 M EDTA and 1× volume loading buffer. Following heating at 95°C for 3–5 min, cleavage products were separated on 7 M urea–6% PAA gels and subjected to northern blot hybridization as described above.

## AUTHOR CONTRIBUTIONS

Satoru Watanabe performed the majority of biochemical and molecular analyses in *Synechocystis* 6803. Damir Stazic and Claudia Steglich performed in vitro assays with RNase E. Jens Georg performed statistical analyses of RNA stability. Shota Ohtake, Yutaka Sakamaki, and Megumi Numakura performed RT‐qPCR and western blot analysis. Munehiko Asayama generated the antiserum against RNase E. Taku Chibazakura and Annegret Wilde analyzed the data with Satoru Watanabe and Wolfgang R. Hess. Satoru Watanabe and Wolfgang R. Hess drafted the manuscript with input from all authors. All authors read and approved the final manuscript.

## ETHICS STATEMENT

There is no work on animals or human subjects in this study.

## CONFLICT OF INTERESTS

The authors declare no conflict of interests.

## Supporting information

Supporting information.

Supporting information.

Supporting information.

## Data Availability

Microarray data have been deposited with the Gene Expression Omnibus (GEO) data base with the accession number GSE186330.

# Supplementary material for: Regulation of RNase E during the UV stress response in the cyanobacterium Synechocystis sp. PCC 6803
**Source:** mLife. 2023 Feb 15;2(1):43–57. doi: 10.1002/mlf2.12056
**Supplement:** Supplementary file 1 — Supporting information.

# Supporting Information

## Regulation of RNase E during the UV-stress response in the cyanobacterium *Synechocystis* sp. PCC 6803

Satoru Watanabe<sup>1</sup>, Damir Stazic<sup>2,3</sup>, Jens Georg<sup>2</sup>, Shota Ohtake<sup>1</sup>, Yutaka Sakamaki<sup>1</sup>, Megumi Numakura<sup>1</sup>, Munehiko Asayama<sup>4</sup>, Taku Chibazakura<sup>1</sup>, Annegret Wilde<sup>5</sup>, Claudia Steglich<sup>2</sup>, and Wolfgang R. Hess<sup>2†</sup>

### Authors' affiliations:

### Contents:

- Figure S1-S8
- Table S1-S2
- The legends of Supplementary Data 1 and 2

**A**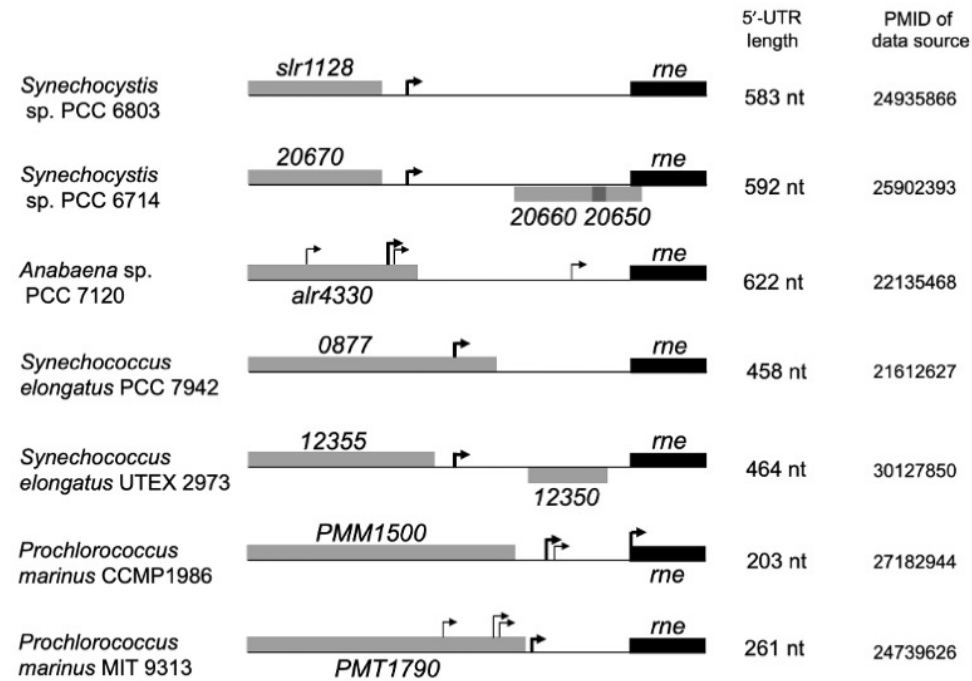**B***Synechocystis* 6803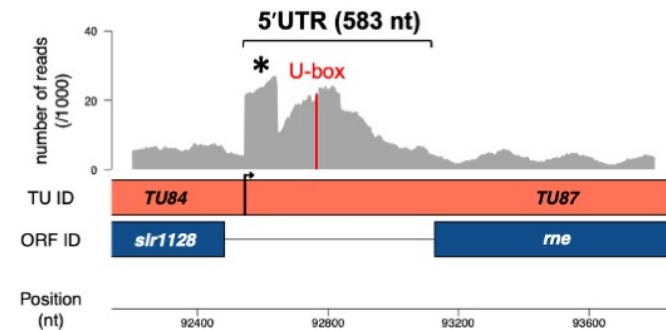*Synechocystis* 6714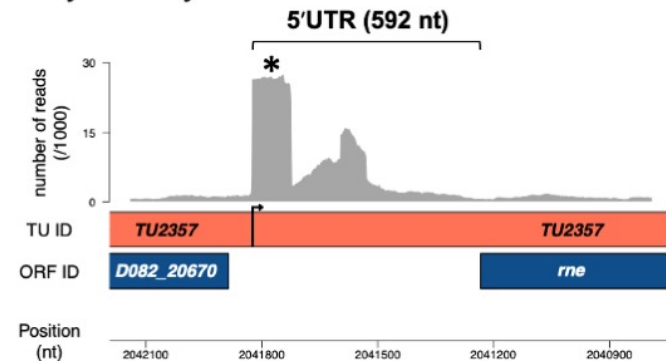

**Figure S1.** Long 5' UTRs of the *rne* gene in cyanobacteria. (A) Comparison of *rne* 5' UTRs in different cyanobacteria. Transcription start sites (TSSs, arrows) and upstream regions of the *rne* in several species are illustrated, as is the length of the *rne* 5' UTR. Information on the TSS in each organism was obtained from comprehensive experimental data, including TSS-seq analysis. The bold arrows indicate major TSSs. (B) The *rne* genomic locus in *Synechocystis* 6803 and *Synechocystis* 6714 with coverage by RNA-seq data extracted from previous analyses (49). Protein-encoding genes are shown in blue, and transcription units (TUs) are shown in red. The graphs shown in gray represent the coverage by RNA-seq reads. The y-axes of the graphs indicate square-root-scaled coverage values, and the x-axes show the chromosomal position in bp. A red bar indicates the location of the U-box in the *rne* 5' UTR. Asterisks indicate the highly expressed *rne* 5' UTRs in *Synechocystis* 6803, annotated as sRNA *ncr0020* (Figure 1B).

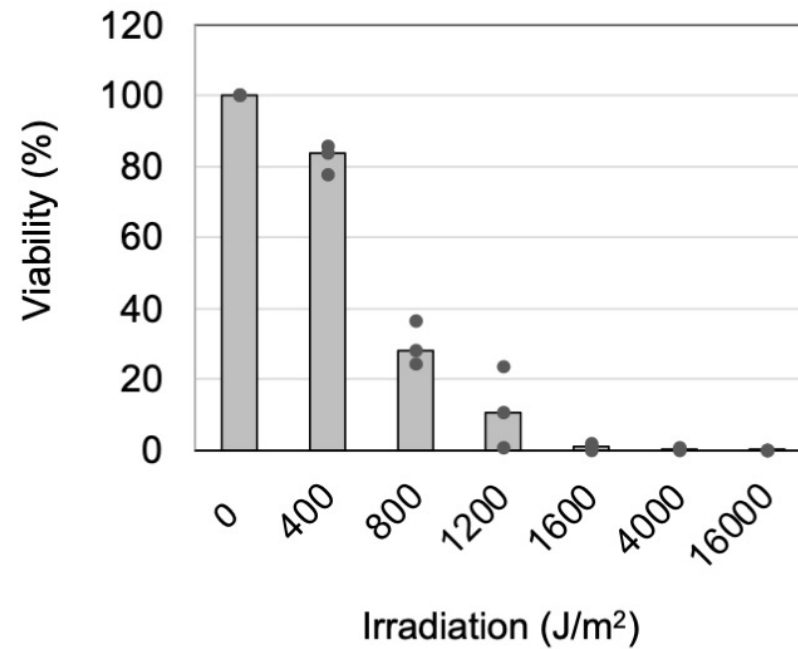

**Figure S2.** Survival of *Synechocystis* following UV-C irradiation. One hundred milliliters of exponentially growing cells ( $\text{O.D.}_{750} = 0.8$ ) were transferred to a petri dish, and the cells were irradiated with UV-C (254 nm) at a dose of  $200 \mu\text{W}/\text{cm}^2$ , leading to the indicated amounts of total irradiation. Cells were harvested at various times and tested in the viability assay. The cells were spread on solid medium before and after UV-C irradiation. Surviving colonies were counted after 7 days. The data shown are the mean  $\pm$  SD of values obtained in triplicate experiments.

# Supplementary Figure S3

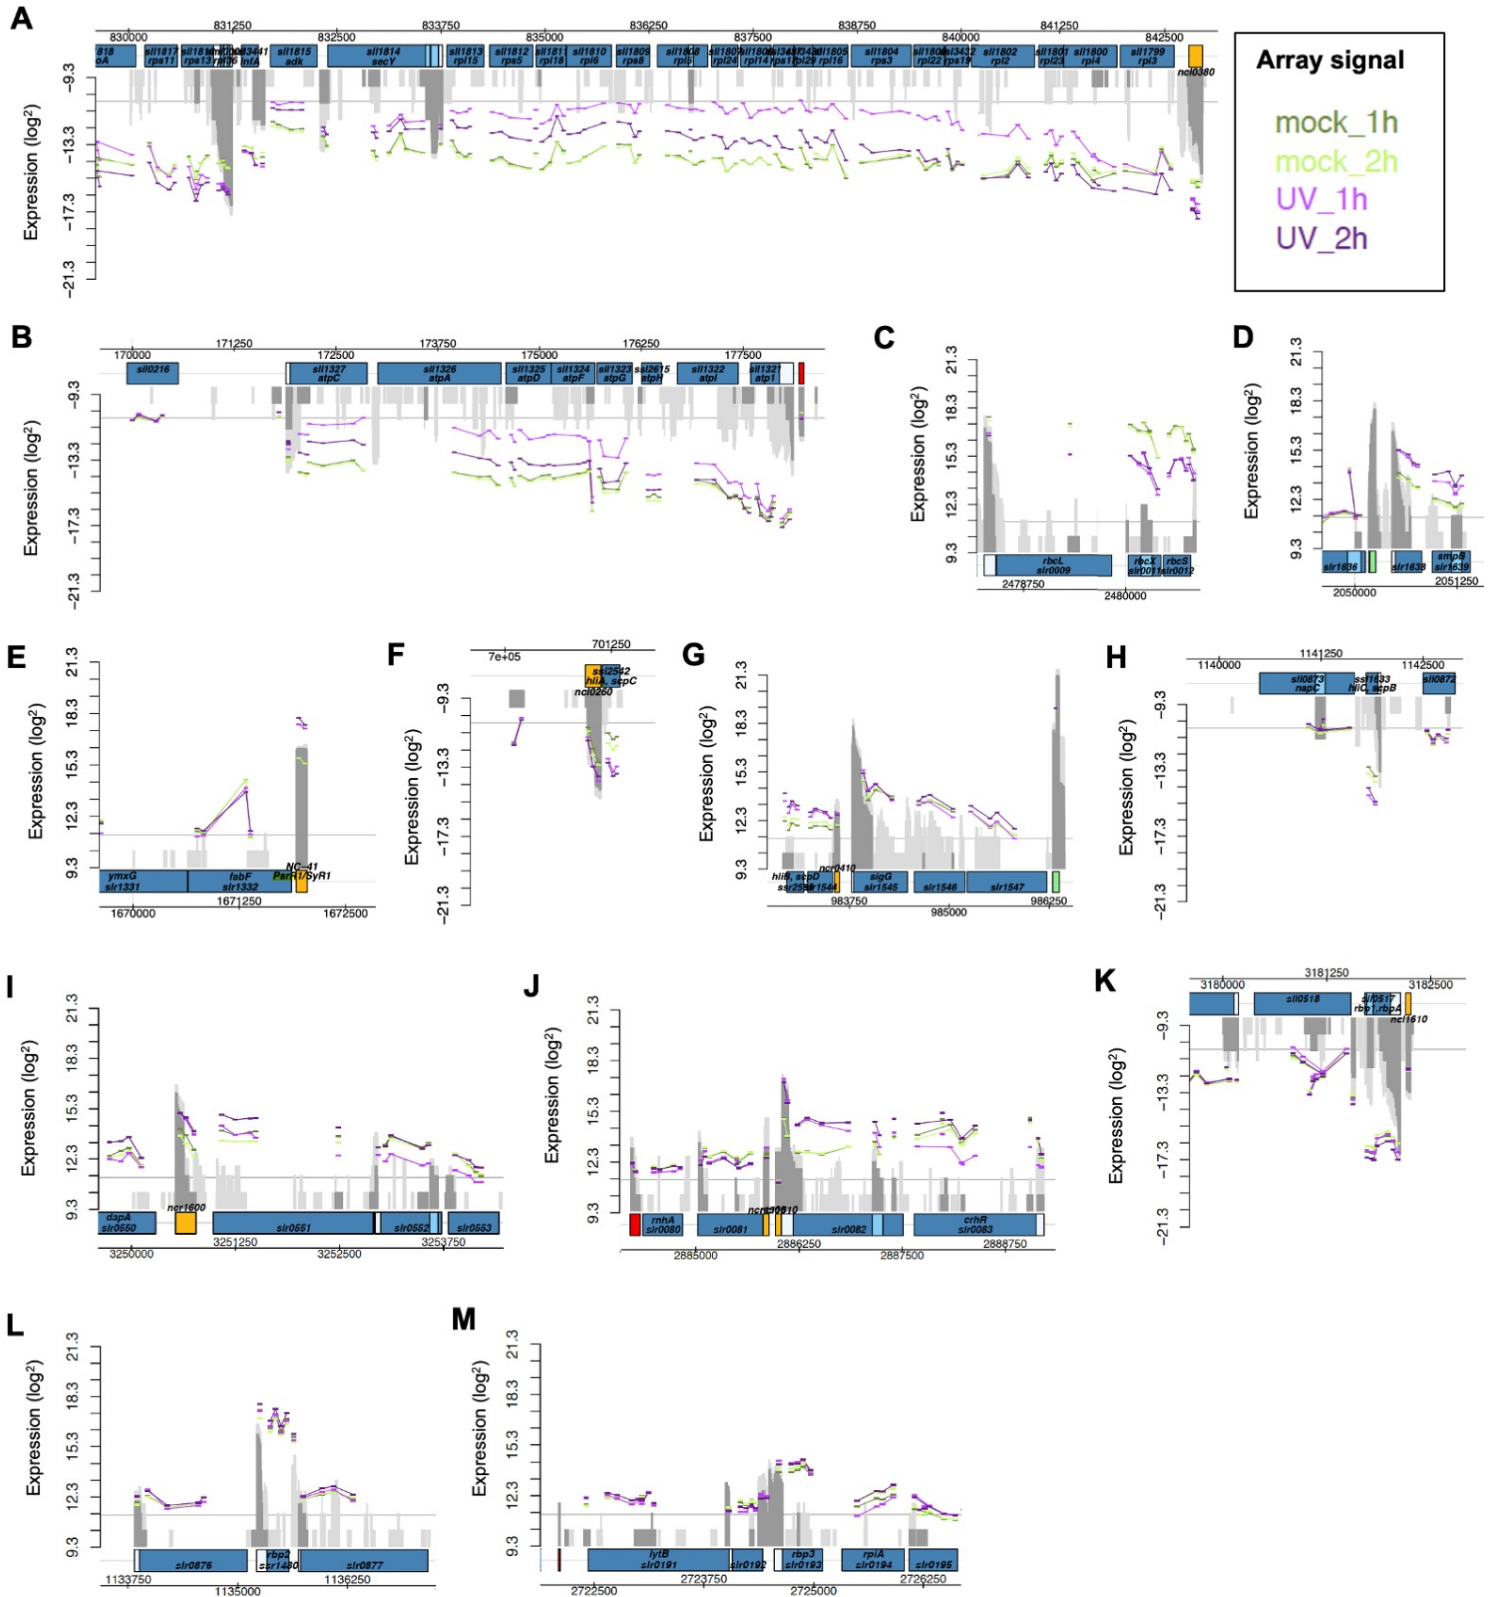

**Figure S3.** UV stress response in *Synechocystis* 6803. Genomic loci of significantly up- or downregulated genes were selected and are shown with the respective mapped array probes (horizontal tabs). All data are available in Supplementary Data 2. The signal intensities are given as  $\log_2$  values. (A) Operon of genes encoding ribosomal proteins (*sll1799-sll1817*) and *ncI0380*; (B) *atp* operon (*sll1321-sll1327*); (C) *rbc* operon (*slr0009-slr0012*); (D) *smpB* (*slr1639*); (E) *psrR1*; (F) *hliA* (*ssl2542*); (G) *hliB* (*ssr2595*); (H) *hliC* (*ssl1633*); (I) *rnj* (*slr0551*); (J) *rimO* (*slr0082*)-*crhR* operon; (K) *rbp1* (*sll0517*); (L) *rbp2* (*ssr1480*); and (M) *rbp3* (*slr0193*).

**A**

-10   
 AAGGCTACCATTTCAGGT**TATATT**CAGTTT**AAATTC**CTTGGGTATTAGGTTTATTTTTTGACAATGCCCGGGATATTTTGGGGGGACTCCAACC
   
 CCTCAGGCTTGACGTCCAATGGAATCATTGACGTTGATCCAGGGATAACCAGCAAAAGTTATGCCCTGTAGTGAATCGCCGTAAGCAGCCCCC
   
 3'-RACE primer (Figs. 5 and S7)
   
 5'-UTR probe (Northern analysis, Fig. 1)
   
 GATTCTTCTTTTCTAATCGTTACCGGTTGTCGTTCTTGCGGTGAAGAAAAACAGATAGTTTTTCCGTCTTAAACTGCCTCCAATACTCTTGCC
   
 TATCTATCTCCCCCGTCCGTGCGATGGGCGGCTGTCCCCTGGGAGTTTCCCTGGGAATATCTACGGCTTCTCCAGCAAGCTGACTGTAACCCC
   
 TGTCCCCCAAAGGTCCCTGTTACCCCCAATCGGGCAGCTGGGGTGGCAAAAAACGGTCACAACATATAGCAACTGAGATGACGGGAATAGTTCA
   
 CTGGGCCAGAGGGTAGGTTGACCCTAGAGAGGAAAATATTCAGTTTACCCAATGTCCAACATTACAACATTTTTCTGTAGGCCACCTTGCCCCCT
   
 Met
   
 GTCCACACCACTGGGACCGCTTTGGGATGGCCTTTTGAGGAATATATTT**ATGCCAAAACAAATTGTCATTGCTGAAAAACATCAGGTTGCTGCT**
  
**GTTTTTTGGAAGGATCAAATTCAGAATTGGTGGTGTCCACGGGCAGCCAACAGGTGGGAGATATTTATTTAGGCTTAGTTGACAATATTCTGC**
  
 ORF probe (Northern analysis, Fig. 1)
   
**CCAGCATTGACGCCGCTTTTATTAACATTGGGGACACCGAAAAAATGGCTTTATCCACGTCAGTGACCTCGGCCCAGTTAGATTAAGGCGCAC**
  
**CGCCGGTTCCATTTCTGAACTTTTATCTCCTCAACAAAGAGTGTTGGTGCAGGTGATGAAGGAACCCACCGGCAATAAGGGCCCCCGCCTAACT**
  
**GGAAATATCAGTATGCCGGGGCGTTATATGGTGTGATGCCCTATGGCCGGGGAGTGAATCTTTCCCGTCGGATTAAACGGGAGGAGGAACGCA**
  
**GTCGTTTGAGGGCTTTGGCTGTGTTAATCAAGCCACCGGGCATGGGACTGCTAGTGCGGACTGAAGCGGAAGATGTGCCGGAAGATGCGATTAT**

**B**

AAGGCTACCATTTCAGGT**TATATT**CAGTTT**AA**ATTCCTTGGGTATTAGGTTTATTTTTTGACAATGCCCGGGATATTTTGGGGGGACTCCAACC  
 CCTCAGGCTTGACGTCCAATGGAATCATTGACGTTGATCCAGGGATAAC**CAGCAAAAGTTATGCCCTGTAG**TGAATCGCCGTAAGCAGCCCCC  
 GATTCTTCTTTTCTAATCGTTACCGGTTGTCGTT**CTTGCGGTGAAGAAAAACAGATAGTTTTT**TCCGTCTTAAAC**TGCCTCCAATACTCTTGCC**  
**TATC**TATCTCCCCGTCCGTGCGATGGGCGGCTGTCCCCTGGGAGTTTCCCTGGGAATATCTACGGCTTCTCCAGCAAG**CTGACTGTAACCCC**  
**TGTCCC**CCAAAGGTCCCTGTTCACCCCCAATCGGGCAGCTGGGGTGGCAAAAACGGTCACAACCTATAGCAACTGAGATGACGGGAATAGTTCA  
 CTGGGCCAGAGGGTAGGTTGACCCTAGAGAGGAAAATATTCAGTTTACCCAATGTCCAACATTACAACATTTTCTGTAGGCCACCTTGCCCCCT  
 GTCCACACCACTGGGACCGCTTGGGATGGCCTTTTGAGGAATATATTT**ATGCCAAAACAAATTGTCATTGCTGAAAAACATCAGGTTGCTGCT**  
 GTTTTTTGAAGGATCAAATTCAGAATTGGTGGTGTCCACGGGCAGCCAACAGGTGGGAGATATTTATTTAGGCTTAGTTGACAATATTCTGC  
 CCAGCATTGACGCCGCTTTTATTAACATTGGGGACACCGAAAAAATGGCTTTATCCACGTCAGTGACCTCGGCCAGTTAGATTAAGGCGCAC

**C**

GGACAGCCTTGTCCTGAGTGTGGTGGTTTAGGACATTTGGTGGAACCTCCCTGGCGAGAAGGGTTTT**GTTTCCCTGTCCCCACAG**CGGTCAACA  
 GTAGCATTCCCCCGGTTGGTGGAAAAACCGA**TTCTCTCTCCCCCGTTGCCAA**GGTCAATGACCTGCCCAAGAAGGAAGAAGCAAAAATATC  
 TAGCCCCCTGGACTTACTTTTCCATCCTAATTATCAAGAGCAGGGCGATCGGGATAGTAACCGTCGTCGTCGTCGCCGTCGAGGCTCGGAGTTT  
 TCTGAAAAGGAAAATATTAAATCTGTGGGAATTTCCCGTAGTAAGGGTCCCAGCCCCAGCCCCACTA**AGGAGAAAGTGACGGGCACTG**CTCCTC  
 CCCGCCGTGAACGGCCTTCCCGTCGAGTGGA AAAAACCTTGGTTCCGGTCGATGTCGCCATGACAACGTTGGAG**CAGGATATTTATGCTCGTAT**  
**GGGAATT**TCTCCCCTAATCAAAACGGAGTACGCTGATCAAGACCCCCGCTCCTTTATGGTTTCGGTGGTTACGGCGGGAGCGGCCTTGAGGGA  
 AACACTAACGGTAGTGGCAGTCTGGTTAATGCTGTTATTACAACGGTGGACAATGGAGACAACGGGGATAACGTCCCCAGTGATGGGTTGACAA  
 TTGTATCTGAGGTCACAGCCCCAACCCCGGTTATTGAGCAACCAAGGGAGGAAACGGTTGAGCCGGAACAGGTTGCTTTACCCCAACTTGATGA  
 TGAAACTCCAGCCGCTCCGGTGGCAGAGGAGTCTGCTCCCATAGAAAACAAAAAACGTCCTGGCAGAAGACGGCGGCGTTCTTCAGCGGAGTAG

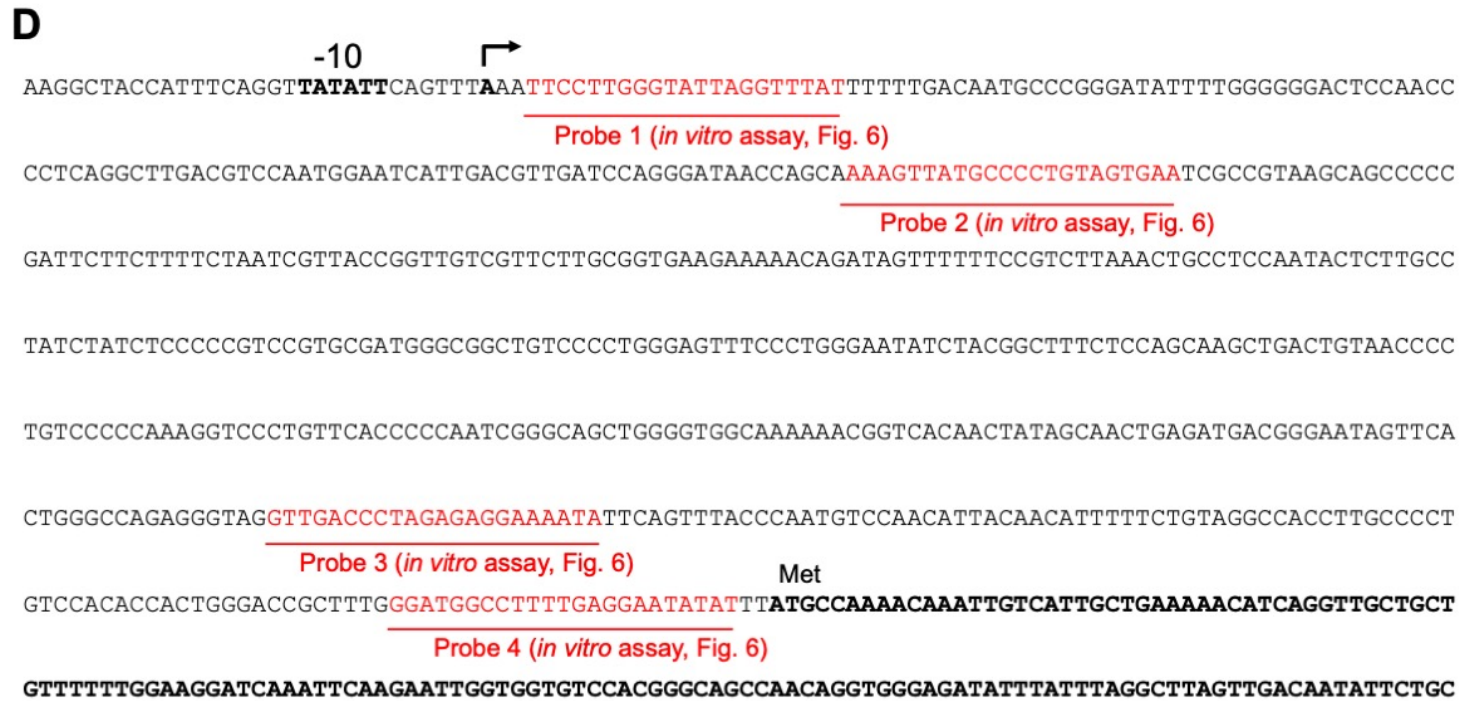

**Figure S4.** Locations of the probes and primers used in this study. (A) The positions of the probes (5' UTR and ORF, underlined in blue) used in the northern analysis (Figure 1C) and the primer used in 3' RACE (underlined in red, Figure 5 and Figure S7) within the sequence of the *me* (*slr1129*) ORF and its upstream region are shown. The promoter (-10), TSS, and ORF region (1-515 bp) of *me* are shown in bold type. (B, C) The positions of the primers used in RT-qPCR (Figure 4) are shown as green arrows along the sequence of the *me* upstream region (B) and its ORF (C). (D) The positions of probes used in the *in vitro* cleavage assay (probes 1-4, Figure 6) are underlined in red.

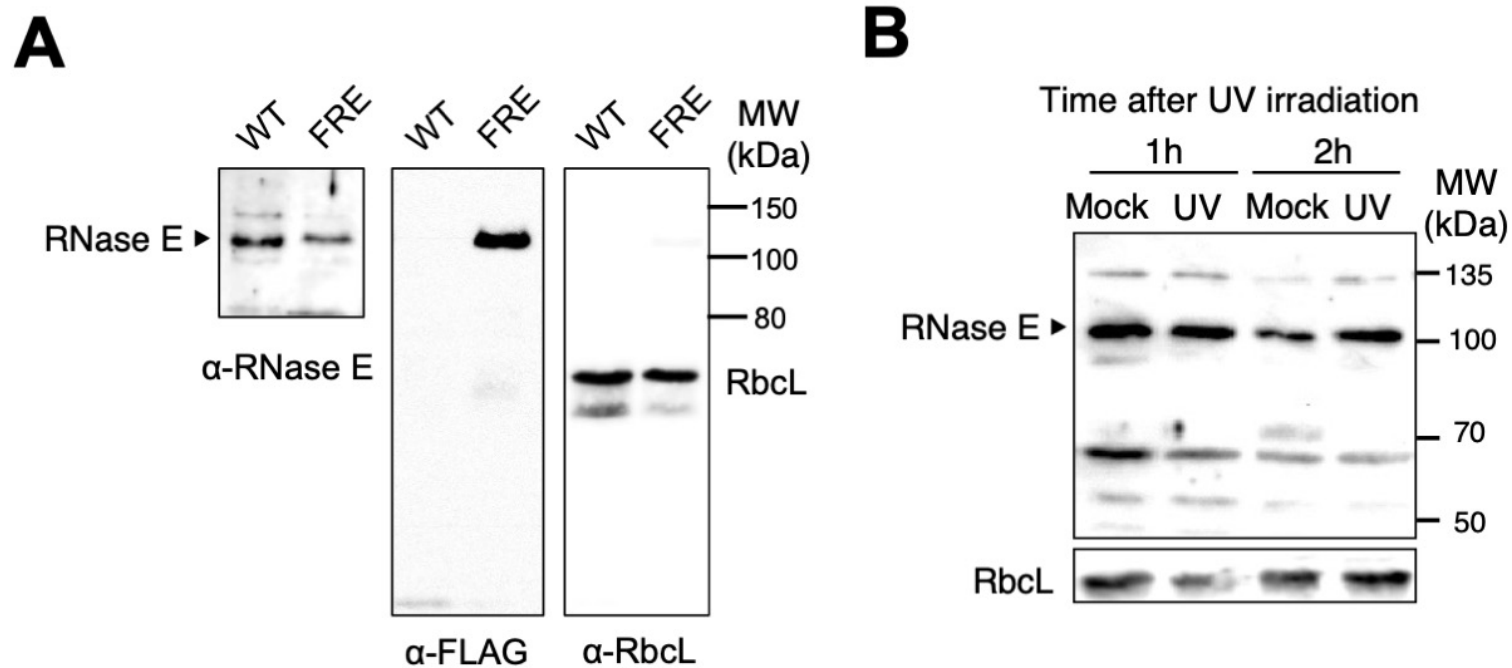

**Figure S5.** Analysis of RNase E protein in *Synechocystis* 6803. (A) Size estimation of RNase E. Twenty micrograms of total protein were prepared from wild-type (WT) and the engineered FRE strain expressing N-terminally FLAG-tagged RNase E from a chromosomal gene. After SDS-PAA gel electrophoresis, western blots were performed using antisera against RNase E, FLAG tag, and RbcL, used as an internal control. To exclude nonspecific signals appearing by RNase E antibody-treatment, the upper part of the membrane (>80 kDa) was cut off and used for the western analysis. (B) Comparison of RNase E expression levels. Twenty micrograms of total protein were prepared from cultures one and two hours after UV-C treatment were subjected to western blot analysis using antibodies against RNase E (arrowhead) or RbcL.

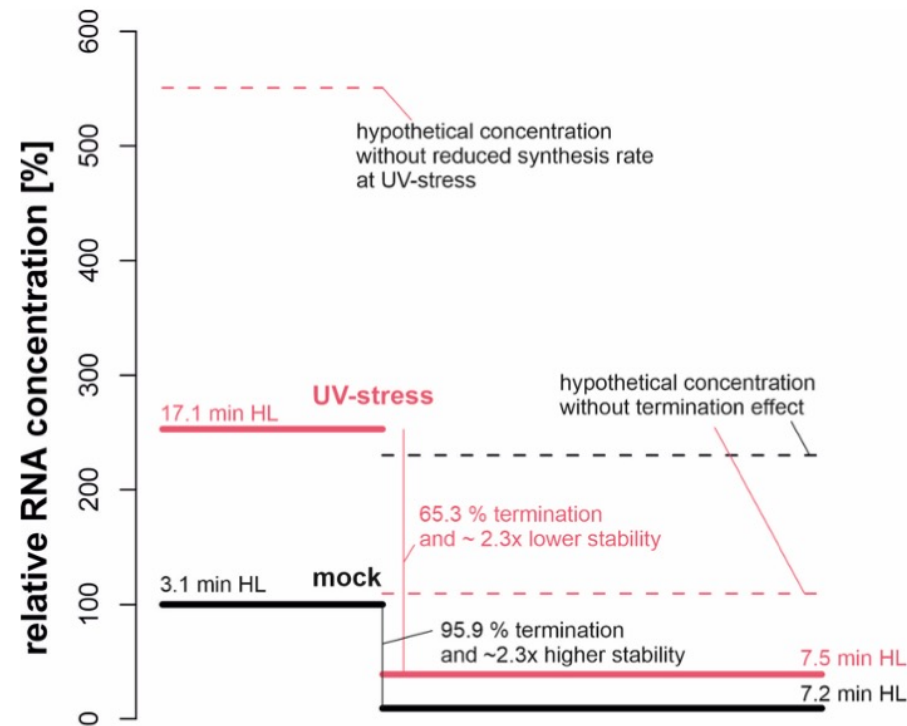

**Figure S6.** Schematic representation of the *me* 5' UTR and coding region transcript concentrations under mock and UV stress conditions, together with their respective half-lives (HL). The concentration of the 5' UTR under mock conditions was set to 100%. The broken line in the 5' UTR indicates the hypothetical RNA concentration under UV stress conditions if the stability had increased and the synthesis rate had remained unchanged. The broken lines in the coding region indicate the hypothetical transcript concentrations based on differences in stability without premature termination.

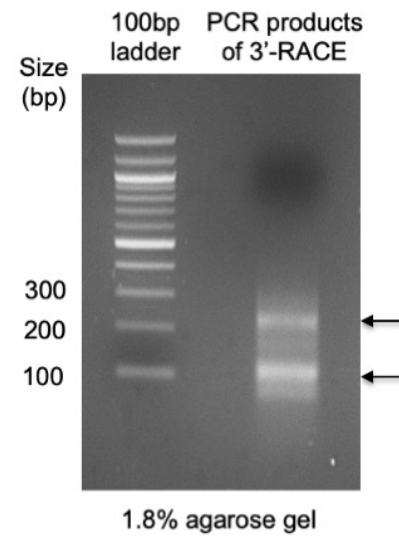

**Figure S7.** Electrophoresis of the PCR products used in the 3' RACE assay. RNA samples prepared from *Synechocystis* cultures were ligated to 3'-adaptor RNAs and reverse-transcribed using a primer specific for the 3' adaptor. Using the resulting cDNA products as a template, DNA fragments were PCR-amplified with the primer set slr1129-5UTR-f and 3RACE\_Tm55 (Figure S4A and Table S1) and separated by agarose gel electrophoresis.

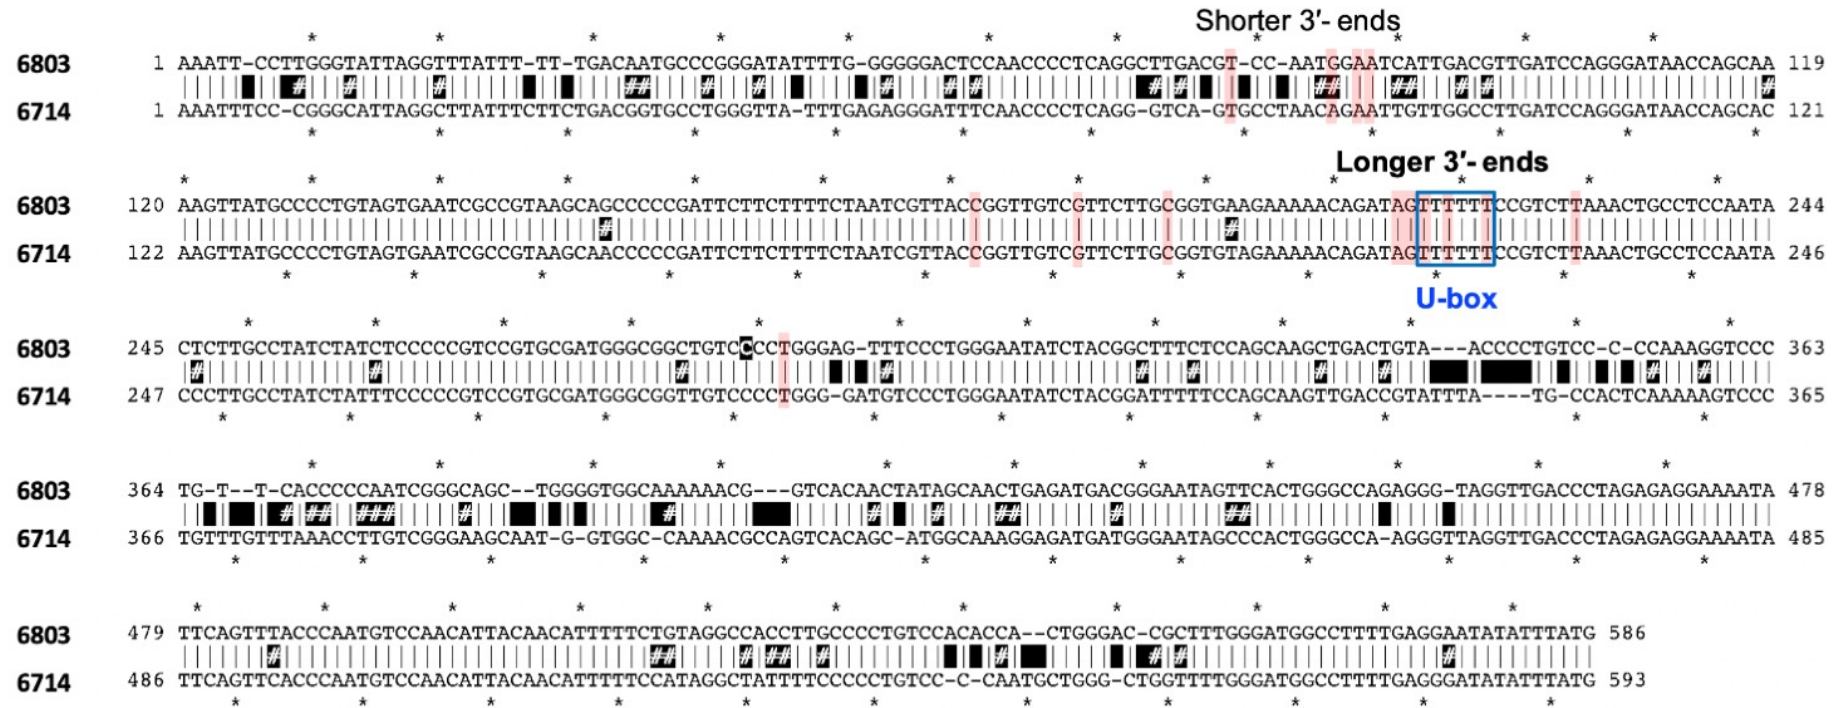

**Figure S8.** Alignment of *rne* 5' UTRs in *Synechocystis* 6803 (6803) with those in *Synechocystis* 6714 (6714). The 3' ends of the 5' UTR transcripts identified by 3' RACE are indicated by the red boxes. The U-rich region is boxed in blue. Mismatches between the two sequences are indicated by black boxes with hashtags.

## Supplementary Tables

**Table S1.** Intensities and stabilities of the 5' UTR and ORF in the *rne* transcript based on microarray signals and half-lives measured by RT–qPCR. The intensity data are based on two biological replicates. Half-life and decay were calculated based on two separately probed regions in the 5' UTR and ORF, each with three biological replicates for each region. For the intensity the standard deviation is indicated and for half-life and decay constant the 95% confidence interval is given.

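The intensities in this table are linear microarray signals. The change of a region between mock and UV conditions is a ratio of signals of the same probes, which was also computed from the scanner intensities as the difference of the mean normalized log2 values. From these, the signal at 2 h was 2.18-fold higher for ncr0020 and 5.31-fold higher for the coding region in UV-treated than in mock-treated cells. The intensities printed in this table give ratios of 0.38 for the 5′ UTR and 28.9 for the coding region. With the printed UV values of both regions exchanged, these ratios are 2.6 and 4.2. The paper's table of synthesis rates has the 5′ UTR brighter than the coding region under UV, which holds only after this exchange. On the log2 scale, the duplicates differed little from each other for both regions at 2 h, with SDs of 0.08 (mock) and 0.03 (UV) for ncr0020 and of 0.04 and 0.03 for the coding region.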

|                               | Mock                              |                                     | UV 2h                             |                                     |
|-------------------------------|-----------------------------------|-------------------------------------|-----------------------------------|-------------------------------------|
|                               | 5'UTR                             | ORF                                 | 5'UTR                             | ORF                                 |
| Intensity (microarray) [AU]   | $5 \cdot 10^4 \pm 2.1 \cdot 10^3$ | $4.5 \cdot 10^3 \pm 6.1 \cdot 10^1$ | $1.9 \cdot 10^4 \pm 3 \cdot 10^2$ | $1.3 \cdot 10^5 \pm 4.7 \cdot 10^2$ |
| Half life of transcript [min] | 3.1<br>(2.5-4.2)                  | 7.2<br>(4.2 -26.2)                  | 17.1<br>(12.8-25.8)               | 7.5<br>(5.2-13.6)                   |
| Decay constant<br>[1/min]     | 0.22<br>(0.17-0.28)               | 0.1<br>(0.03-0.17)                  | 0.04<br>(0.03-0.05)               | 0.09<br>(0.05-0.13)                 |

**Table S2.** Oligonucleotide primers used in this study.

| Primer name                                                              | Sequence (5' to 3') <sup>a</sup>                     |
|--------------------------------------------------------------------------|------------------------------------------------------|
| Northern blot analysis <sup>a</sup>                                      |                                                      |
| slr1129-5UTR-f                                                           | GACAATGCCCGGGATATTTTGGGGGACTC                        |
| slr1129-5UTR-rT7                                                         | <i>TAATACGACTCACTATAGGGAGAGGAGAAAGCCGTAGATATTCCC</i> |
| slr1129orf-f                                                             | GGTGGGAGATATTTATTTAGGCTTAGTTG                        |
| slr1129orf-rT7                                                           | <i>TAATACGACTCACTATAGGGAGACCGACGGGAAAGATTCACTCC</i>  |
| RT-qPCR                                                                  |                                                      |
| 5UTR-f1                                                                  | CAGCAAAAGTTATGCCCCTGTAG                              |
| 5UTR-r1                                                                  | AAAACTATCTGTTTTTCTTCACCGCAAG                         |
| 5UTR-f2                                                                  | TGCCTCCAATACTCTTGCCTATC                              |
| 5UTR-r2                                                                  | GGGACAGGGGTTACAGTCAG                                 |
| ORF-f1                                                                   | GTTTCCCTGTCCCCCACAG                                  |
| ORF-r1                                                                   | TTGGCAACGGGGGGAGAGAGAA                               |
| ORF-f2                                                                   | GGAGAAAGTGACGGGCACTG                                 |
| ORF-r2                                                                   | AATTCCCATACGAGCATAAATATCCTGC                         |
| 16S-f                                                                    | GTCTGTTTCTACTTGACAAAGAGTGTAAC                        |
| 16S-r                                                                    | GACTTGTCATGTGTTAGGCATACC                             |
| 3'RACE                                                                   |                                                      |
| 3'-adaptor RNA                                                           | pAAGAUGAAUGCAACACUUCUGUACGACUAGAGCA-NH               |
| slr1129-5UTR-f                                                           | GACAATGCCCGGGATATTTTGGGGGACTC                        |
| 3RACE_Tm55                                                               | GTGCTCTAGTCGTACAGAAGTG                               |
| In vitro cleavage assay (RNA probes) / in vitro RNase E protection assay |                                                      |
| Probe 1                                                                  | ATAAACCTAATACCCAAGGAA                                |
| Probe 2                                                                  | TTCCTACAGGGGCATACTTT                                 |
| Probe 3                                                                  | TATTTTCCTCTCTAGGGTCAAC                               |
| Probe 4                                                                  | ATATATTCCTCAAAAGGCCATCC                              |
| rne5UTR-T7-fw                                                            | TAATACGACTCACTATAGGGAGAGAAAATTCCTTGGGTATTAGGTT       |
| rneATG-rev                                                               | CATAAATATATTCCTCAAAAGGCC                             |
| frag1-rev                                                                | CTATCTGGGGGCGGCACCGCAAGAACGAC                        |
| frag2-fw                                                                 | CCGCCCCCAGATAGTTTTTCCGTCTTAAAC                       |
| frag3-fw                                                                 | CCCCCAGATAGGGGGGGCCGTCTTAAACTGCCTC                   |
| as-rne 210/228                                                           | AGACGGAAAAAACTATCTG                                  |
| as-rne 200/234                                                           | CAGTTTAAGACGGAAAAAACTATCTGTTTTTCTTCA                 |

<sup>a</sup>Additional sequences that do not correspond to the sequences of relevant genes are italicized; restriction sites are underlined.

## **Supplementary Data**

**Supplementary Data 1.** Comparative microarray data for the UV stress response compared to mock conditions in *Synechocystis* 6803 cells. 

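Each row of this table is a feature of the array, with its log2 FC at each time point, its mean level and a single p value with its adjustment. Of the 1999 rows used here, out of 8820, 1989 were matched to a feature of the arrays by name. The deposited matrix, averaged over spots and probes, gave the log2 FCs of these rows within a tolerance of 5.0e-06. The p values of the table were smaller than those of an F-test over both time points on that matrix in 1904 of the 1989 rows, and how they were obtained was not established here. At 2 h, 189 of the rows had a log2 FC of at least 1 and an adjusted p of at most 0.01 in the paper's table, 186 of them were matched, and 174 of these were also called higher here, from the background-corrected intensities.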

Transcripts are categorized into mRNAs (labeled with their respective gene IDs), antisense RNAs (labeled “as”), potentially trans-encoded sRNAs, 5' UTRs and transcripts derived from gene-internal segments (labeled “int”). The table displays  $\log_2$  FCs in transcript abundance under the compared conditions (UV\_1 h versus Mock 1 h and UV\_2 h versus Mock 2 h).

**Supplementary Data 2.** Transcriptomic response to UV treatment. Detailed genomic view with array probes indicated by horizontal bars connected by colored lines. The signal intensities are given as  $\log_2$  values. The graphs shown in gray represent RNA sequencing data given as  $\log_2$  read numbers; these were extracted from the previous genome-wide mapping of TSSs (82).

How the deposited data were processed for this re-analysis (not part of the article)

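Gene expression in Synechocystis was measured on one-color Agilent arrays 1 h and 2 h after UV-C irradiation at 400 J/m2 or mock treatment, with 2 biological duplicates for each of the 4 groups. The authors labeled total RNA directly, hybridized it and scanned the arrays, and they deposited the scanner software's intensity values for every spot, which are not normalized between arrays, and a series matrix of log2 values. The authors' log2 values are quantile normalized over all spots with limma, as the methods state, and follow the spot intensities before background subtraction. The genome build behind the probe design was not used here, and features carry the names given in the arrays' own annotation. Names of genes were taken from the paper's text, its legends and Data S1.

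From the deposited mean spot intensities and local background intensities, values were computed with R 4.3.3 and limma 3.58.1, with data.table 1.17.8 for reading. The background was corrected with the normexp method and an offset of 50, and quantile normalization followed over the 40886 non-control spots of each array. Spots marked as outliers by the scanner software, 3 to 12 on each array, were left out, and the spots of a probe and the probes of a feature were averaged on the log2 scale, which gave 8830 features. The groups were fitted with limma's lmFit and eBayes as group means over all 8 arrays, which left 4 residual degrees of freedom and a prior of 3.14, and p values were adjusted by the Benjamini-Hochberg method over all features. Thresholds were an absolute log2 FC of 1 and an adjusted p of 0.01, as in the results section. The paper's methods and the legend of Fig. 1A give an adjusted p of 0.05 instead. The comparisons were UV against mock at each time point, the difference between both, and mock at 2 h against mock at 1 h. Gene sets were tested with fry and, as an alternative, camera, at an adjusted p of 0.05, and correlations with gene order by 100000 permutations.

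Before the data were examined, the groups, the design, the processing alternatives and the rule for named genes were fixed. The rule names every gene, sRNA and UTR of the paper's text and legends that the arrays hold, apart from a gene that is not reported here, and, at each time point, the 5 features with the largest increase and the 5 with the largest decrease among those past the threshold. A feature that was well above background on no array of a group has only a bound there, given as at least a number of times higher or lower. The alternatives were no background correction, the scanner software's processed signal with quantile normalization or a 75th-percentile scaling, a 75th-percentile scaling of the corrected values, cyclic loess, the deposited matrix, a filter on dim probes, the median of the probes, a single F-test p for both time points, other thresholds, a trended and robust prior, a fit of the arrays of 1 time point, the replicate number as a block, each array left out, coding regions only, and other gene set tests. A correction for the GC content of the probes and the deposited matrix with the F-test were added later. Slide as a block was not run, because it is not estimable for UV against mock.

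The fit and the thresholds were tested on simulated data for the comparison of UV with mock at 1 h. Of 200 among 8830 features simulated with a log2 change of 2, 99.5% were called, and 0 unchanged features were. The simulated values were feature values with independent normal noise, without background correction, normalization, a shift of background or a slide effect. The simulation therefore cannot show how many false calls such effects cause on these arrays. No files of the Northern blots, western blots, RT-qPCR or enzyme assays were analysed here. Data S1 was used in its first 1999 of 8820 rows, without any test of overlap or enrichment.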

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

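The tests of background and GC content as explanations were chosen only after the results were seen.

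The difference between UV and mock arrays was not the same at both time points. The UV 1 h and UV 2 h arrays lay on different slides, so that a change with time and an effect of the slide cannot be told apart. Tested as the effect at 2 h minus that at 1 h, 163 features had a higher and 32 a lower effect at 2 h (limma, adjusted over all features). The median difference was 2.01 for the ribosomal protein cluster and 1.82 for the atp operon. Among single genes, it was 1.53 for rne (slr1129), 1.96 for rnhB (slr1130), 1.57 for rnj (slr0551), 2.06 for crhR (slr0083) and 1.47 for sll1799. Among the features with the largest decreases at 1 h, it was 2.70 for sll1807, 2.92 for ssl3436, 2.81 for ssl3437 and 2.33 for sll1808. Across the alternatives, between 83 and 272 features had a higher effect at 2 h and between 1 and 326 a lower one, so that the latter count depended on the processing. Without the mock 1 h array of replicate 1, or without the UV 2 h array of replicate 1, 19 features had a lower effect.

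The number of features called at each time point can be set against technical explanations. Among the 5560 features with every probe above background on all arrays, 857 were still called at 1 h, which argues against probes at the background level as the whole cause of the 1238 calls. After correction of each array for the GC content of its probes, 1179 features were called at 1 h, and 1103 of these were among the calls without the correction, which argues against GC content as the whole cause. The slide stays open: 0 slides held both UV and mock arrays, so that the effect of UV and that of the slide cannot be told apart for any feature. A comparison on the slide that held both mock groups called 0 features with limma, with 1298 at an unadjusted p under 0.05, and it contained no UV array. UV treatment is the biological explanation that the design names, and it remains open with the slide.

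Antisense RNAs, whose response to UV the paper lists in Data S1, were called higher in 251 of 1928 cases at 1 h and lower in 2, against 116 higher and 296 lower coding regions. At 2 h, 75 were higher and 9 lower. The median log2 FC of antisense RNAs at 1 h was 0.44, while that of all features was 0.14. Against coding regions of equal level in mock-treated cells, the antisense RNAs were higher by a median of 0.35, and 251 against 70 were called higher. The same difference was 0.03 at 2 h. After the GC correction, it was 0.26 at 1 h, which argues against the GC content of the probes as the whole cause. The higher background of the UV arrays may still contribute: over features above background on all arrays, the difference was 0.16, with 175 antisense RNAs against 135 matched coding regions called higher, and without background correction it was 0.15, with 45 antisense RNAs called. The matched coding regions did not fall in these values, with a median of 0.12 against 0.44 for the antisense RNAs, and of 0.43 against 0.54 above background on all arrays. A background that lifted both alike does not give a difference of 0.35 by itself, but it could do so together with a fall of the coding transcripts that it covered, so that a background effect and a rise of antisense transcripts cannot be told apart. An increase of antisense transcription after UV remains an untested biological explanation, confounded with the slide.

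Several of the largest changes concern features that the paper's text does not name. The 5′ UTRs, noncoding features and gene-internal segments among them were each measured by 1 probe, apart from the segment of slr0040 with 2. At 1 h, the 5′ UTR of slr1489 was at least 38.6-fold higher, a bound of 5.27 on the log2 scale. At 2 h, it was at least 19.9-fold higher, a bound of 4.31. Bounds are given because it was not well above background on any mock array, and they hold only for this processing. Over the alternatives, its fitted log2 FC ranged from 3.40 to 8.05 at 1 h and from 2.80 to 7.23 at 2 h. The 5′ UTR of slr1851 had log2 FCs of 2.90 at 1 h and 3.64 at 2 h, the latter with only 1 of the 2 mock arrays above background and a range of 2.19 to 5.15 over the alternatives. NC-77, NC-135 and NC-439 had log2 FCs of 2.69, 2.45 and 2.44 at 1 h. NC-1442 was not well above background on the UV 1 h arrays and was at least 18.3-fold lower there, a bound of -4.19. Its fitted log2 FC at 1 h ranged from -6.49 to -2.92 over the alternatives. The coding regions of ssl3436 and ssl3437 had log2 FCs of -4.06 and -3.96 at 1 h. At 2 h, log2 FCs were 2.71 for the 5′ UTR of sll0856, 2.54 for a gene-internal segment of sll1863 and 2.45 for its coding region. The coding region of sll1471 had -3.79, and its 5′ UTR, not well above background on the UV arrays, had a bound of -3.20. Over the alternatives, the fitted values ranged from -5.34 to -2.45 for the coding region and from -4.49 to -1.89 for the 5′ UTR. Gene-internal segments of slr0040, slr1619 and slr1634 had -2.46, -2.45 and -2.44. That of slr1619 was above background on only 1 of the 2 UV arrays and ranged from -3.48 to -1.42. That of slr0040 ranged from -3.36 to -1.50. These features kept their direction under every alternative that gave a value for them. For these features too, UV and the slide cannot be told apart, and no biological explanation was tested.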

How the results depend on the processing

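The correction for GC content and the deposited matrix with an F-test were chosen only after the results were seen, and the other alternatives were planned.

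Background correction and the choice of signal moved the counts in opposite directions. Without background correction, 228 features were higher and 284 lower at 1 h, 162 and 194 at 2 h, and 97 and 7 had a higher and a lower effect at 2 h than at 1 h. All 512 features called at 1 h and all 356 called at 2 h in that setting were also called with the correction. In the deposited matrix, the counts were 264 and 303 at 1 h, 181 and 218 at 2 h, and 95 and 11 for the difference, and with an F-test p over both time points 267, 305, 183 and 218. With the scanner software's processed signal and quantile normalization, they were 1275 and 915, 685 and 665, and 272 and 185. With the processed signal scaled to the 75th percentile, 1639 were higher at 1 h and 856 lower, 727 and 769 at 2 h, and 249 and 326 in the difference. This scaling moved the share of higher features among the calls at 1 h from 53.3% to 65.7%, and the median log2 FC of all features at 1 h from 0.14 to 0.24. With cyclic loess, 17 features had a lower effect at 2 h. For these settings, the cause was not tested.

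Fewer features pass by construction under a log2 FC threshold of 1.5, with 156 higher and 253 lower at 1 h, 102 and 138 at 2 h, and 83 and 1 in the difference. Likewise, coding regions alone gave 116 and 296, 125 and 195, and 87 and 4. An adjusted p threshold of 0.05 changed no count by more than 1.5 times.

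The difference between 5′ UTRs and their own coding regions at 1 h, a median of 0.35, was 0.25 without background correction, 0.26 in the deposited matrix, 0.28 with the 75th-percentile scaling of the corrected values, 0.33 with the median of the probes, 0.34 with cyclic loess, 0.37 with the filter on dim probes, 0.39 with the processed signal scaled to the 75th percentile and 0.42 with that signal quantile normalized. With each array left out in turn, it was 0.34 to 0.36.

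With camera and an estimated correlation between genes, none of the 3 gene sets passed an adjusted p of 0.05 at either time point. The medians were -3.05, -2.60 and -2.09 at 1 h and -1.29, -0.78 and -1.96 at 2 h for the ribosomal protein cluster, the atp operon and the rbc operon, with adjusted p from 0.26 to 0.53. This test allows for correlation between genes of a set, which was estimated at 0.71 to 0.92. Without the 2 genes farthest from the middle of the order, the correlation of the log2 FC at 2 h with gene order passed 0.05, at -0.56 (permutation test, p = 0.021).

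No value that passed the threshold changed its direction. Among the values that did not pass it, rnj (slr0551) at 1 h was 0.043 with the processed signal quantile normalized. With the processed signal scaled to the 75th percentile and with that scaling of the corrected values, lexA (sll1626) at 1 h was -0.022 and -0.0069, rbp3 (slr0193) at 2 h was -0.057 and -0.081, and sll1817 at 1 h was -0.13 and -0.21. With the median of the probes, rbp2 (ssr1480) at 1 h was 0.0018, and after the GC correction, sll1817 at 1 h was -0.010. The cause was not tested.

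With each array left out in turn, a lone array was assumed to vary like the other groups. Under these fits, 0 to 5 features were called between mock at 2 h and 1 h, and 19 to 38 had a lower effect at 2 h than at 1 h. The log2 FC of rne at 1 h was 0.77 to 1.01 and passed the threshold only without the UV 1 h array of replicate 2. The median of the ribosomal protein cluster at 2 h was -1.56 to -1.00, with an adjusted p of 0.0058 to 0.11, and it passed 0.05 in 3 of the 8 fits. It did not pass without UV 1 h replicate 1, UV 1 h replicate 2, mock 2 h replicate 1, mock 2 h replicate 2 or UV 2 h replicate 1. At 1 h, rnj was -0.12 to 0.012, rbp2 (ssr1480) -0.10 to 0.017 and sll1799 -0.20 to 0.091. The log2 FC of hliA at 1 h was 1.33 to 3.03.

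The replicate numbers are shared by the groups, and a block for them was fitted. The differences between duplicates correlated over features at -0.07 between mock 1 h and UV 1 h and at 0.18 between mock 2 h and UV 2 h, so that the numbers are not taken to pair the samples. With the replicate block, 652 features were higher and 572 lower at 1 h, and 358 and 396 at 2 h. The ribosomal protein cluster at 2 h, with a median of -1.29, had an adjusted p of 0.065, and hliA at 1 h had one of 0.015. Slide as a block was not run, because UV and mock arrays share no slide.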

Differences from the paper's values

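None of the tests in this part were chosen after the results were seen, apart from the F-test on the deposited matrix and the exchange of the Table S1 values.

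The paper reports 275 features higher and 306 lower at 1 h, against 660 and 578 here, and 189 higher and 218 lower at 2 h, against 361 and 400 here. Of the alternatives set before the data were examined, no background correction and the deposited matrix gave counts within 1.5 times the paper's for all of them. A log2 FC threshold of 1.5 did so for the features lower at 1 h only, and coding regions alone for those lower at 1 h and at 2 h, and the other alternatives did not. The deposited matrix with the F-test p, which was chosen after seeing the values, also came within 1.5 times, with 267, 305, 183 and 218.

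For single genes, the paper's values are the log2 FCs of Data S1, and a difference is one larger than the replicate SD. The deposited matrix gives these log2 FCs within 5.0e-06, so that it closes every such gap by construction, and its mention below is no separate evidence. For rne (slr1129) at 2 h, the paper's value is 2.09 and that here 2.41, and of the alternatives only the deposited matrix closed the gap. For ncr0020 (NC-123), the paper's values are 1.31 at 1 h and 1.33 at 2 h, against 1.10 and 1.13 here, and again only the deposited matrix closed the gap. For rnhB (slr1130), the paper's values are -0.32 and 0.99, against -0.61 and 1.35 here, and for smpB (slr1639) they are 1.14 and 1.90, against 1.40 and 2.29 here. For both genes, no background correction and the deposited matrix closed the gap at both time points and the other alternatives did not. For PsrR1 (NC-41) at 2 h, the paper's value is 2.58 and that here 2.24, and the deposited matrix and the fit without the mock 2 h array of replicate 2 closed the gap, the other alternatives not. The change of the log2 ratio of the rne 5′ UTR to the coding region is -0.76 from the paper's values and -1.28 here, and only the deposited matrix closed the gap. From the intensities printed in Table S1, the paper's ratio of UV to mock at 2 h is 0.38 for the rne 5′ UTR and 28.9 for the coding region, against 2.18 and 5.31 here, and none of the alternatives closed these gaps. With the printed UV values of both regions exchanged, the ratios are 2.6 and 4.2, and the paper's Table 1 has 2.52 for the 5′ UTR. Table 1 also has the 5′ UTR brighter than the coding region under UV, while the printed UV intensities have it dimmer. The paper's own values thus argue for an exchange in print, and against a difference in signal, as the source of these gaps.

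For ncl0380 at 1 h, the paper's values are 1.35 (NC-403), 1.40 (NC-179) and 1.18 (NC-146), against 1.13, 1.20 and 1.00 here. The deposited matrix closed the gap for all 3, cyclic loess and the fit without the mock 1 h array of replicate 1 for NC-403 and NC-179, and the processed signal with quantile normalization for NC-403 only. At 2 h, the paper's values are 2.08, 2.02 and 1.94, against 1.78, 1.77 and 1.63 here, and only the deposited matrix closed the gap. For rbp2 (ssr1480) at 2 h, the paper's value is 0.69 and that here 0.56, and the deposited matrix, cyclic loess and the fit without the UV 2 h array of replicate 2 closed the gap. For sll1799 at 2 h, the paper's value is 1.60 and that here 1.41, closed by the deposited matrix and by the fit without the UV 2 h array of replicate 2. For sll1817 at 2 h, the paper's value is 1.09 and that here 0.96, closed by the deposited matrix and by the fit without the UV 2 h array of replicate 1. The other alternatives did not close these gaps.

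The paper describes rbp2 and rbp3 as induced together with rne. Under its threshold, neither was called here at 2 h, with log2 FCs of 0.56 and 0.18, and neither was called under any alternative. The paper lists the hli genes as induced at both time points. At 2 h, hliA, hliB and hliC were not called here, with adjusted p values of 0.023, 0.039 and 0.027 (limma). These values pass the alternative threshold of 0.05, with log2 FCs of 1.73, 1.33 and 1.06 in the same order. Under the threshold used here, all 3 were called when only the arrays of the time point were fitted. They were called in none of the other alternatives that kept both arrays of each group and were run for single genes. The single F-test p was run for counts of features only. At 1 h, hliB had a log2 FC of 1.44 and was not called here, with an adjusted p of 0.025. Its log2 FC was 2.24 without the UV 1 h array of replicate 2 and 0.67 without that of replicate 1. In Fig. 1A, slr0376 has the largest decrease at 2 h. Here, its log2 FC was -2.39, smaller in size than that of sll1471, which was -3.79. This comparison was made with the processing used here only. Over the alternatives, the log2 FC of sll1471 ranged from -5.34 to -2.45.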

Other observations

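The tests of background, level and GC content as explanations for the difference between 5′ UTRs and coding regions, and the correlations along the atp operon and over part of the ribosomal protein cluster, were chosen only after the results were seen.

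The 5′ UTR features fell less, or rose more, than the coding region of their own gene at 1 h. Over 705 pairs, the log2 FC of the 5′ UTR minus that of the coding region had a median of 0.35, with 76.0% of pairs above 0, and it was 0.35 on each of the UV 1 h arrays. The median was 0.14 at 2 h, with 68.4% above 0, and between mock at 2 h and mock at 1 h it was -0.06, with 30.5% above 0. Over the 611 pairs above background on all arrays, the median at 1 h was 0.38, which argues against probes at the background level. At equal mean level of both features it was 0.31 over these 611 pairs and 0.28 over all 705, which argues against the higher level of 5′ UTRs as the whole cause, and after the GC correction it was 0.34, which argues against the GC content of the probes. A candidate explanation is that elongation was blocked at UV lesions, so that sequence farther from the promoter fell more. This hypothesis, set before the values were seen, predicted a median above 0, which was found at 0.35, and a difference that grows along transcripts, for which the evidence was mixed. Along the atp operon, the log2 FC fell with every gene at 1 h, while over the whole ribosomal protein cluster there was no relation at 1 h. A longer life of 5′ UTR fragments after UV would give the same median and was not tested, and neither was told apart from the slide.

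Along the 7 genes of the atp operon, the log2 FC at 1 h and at 2 h fell with each gene, with a Spearman correlation with gene order of -1 at both time points (exact permutation test, two-sided, p = 0.00040, adjusted p = 0.00060 over the 3 correlations of this operon). The effect at 2 h minus that at 1 h rose along the operon, with a correlation of 0.86 (p = 0.024, adjusted p = 0.024), opposite in sign to that over the ribosomal protein cluster. These values are across genes, which are not independent replicates. Over the first 15 genes of the ribosomal protein cluster, the log2 FC at 2 h had a Spearman correlation of -0.99 (p = 1.0e-05, the smallest that 100000 permutations can give), that at 1 h one of -0.50 (p = 0.060), and the difference between both one of -0.49 (p = 0.066). This part of the cluster was chosen after sll1816 and sll1817 were seen to be higher than their neighbors. No biological explanation was tested for it.

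The duplicates of the hli genes differed together. On the UV 1 h arrays of replicates 1 and 2, the log2 intensities were 14.36 and 12.67 for hliA (ssl2542), 13.52 and 11.97 for hliB (ssr2595) and 16.07 and 14.98 for hliC (ssl1633). On the mock 2 h arrays, they were 11.69 and 12.60, 11.44 and 12.16, and 13.90 and 14.43.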
